# Pluripotency-State-Dependent Role of Dax1 in Embryonic Stem Cells Self-Renewal

**DOI:** 10.1155/2021/5522723

**Published:** 2021-07-10

**Authors:** Jianrong He, Yuda Cheng, Yan Ruan, Jiali Wang, Yanping Tian, Jiaqi Wang, Fengsheng Wang, Chen Zhang, Yixiao Xu, Lianlian Liu, Meng Yu, Jiangjun Wang, Binyu Zhao, Yue Zhang, Yi Yang, Gaoke Liu, Wei Wu, Ping He, Jiaxiang Xiong, He Huang, Junlei Zhang, Rui Jian

## Abstract

Dax1(also known as Nr0b1) is regarded as an important component of the transcription factor network in mouse embryonic stem cells (ESCs). However, the role and the molecular mechanism of Dax1 in the maintenance of different pluripotency states are poorly understood. Here, we constructed a stable Dax1 knockout (KO) cell line using the CRISPR/Cas9 system to analyze the precise function of Dax1. We reported that 2i/LIF-ESCs had significantly lower Dax1 expression than LIF/serum-ESCs. Dax1KO ES cell lines could be established in 2i/LIF and their pluripotency was confirmed. In contrast, Dax1-null ESCs could not be continuously passaged in LIF/serum due to severe differentiation and apoptosis. In LIF/serum, the activities of the Core module and Myc module were significantly reduced, while the PRC2 module was activated after Dax1KO. The expression of most proapoptotic genes and lineage-commitment genes were drastically increased, while the downregulated expression of antiapoptotic genes and many pluripotency genes was observed. Our research on the pluripotent state-dependent role of Dax1 provides clues to understand the molecular regulation mechanism at different stages of early embryonic development.

## 1. Introduction

Dax1 (Dosage-sensitive sex reversal-adrenal hypoplasia congenital on the X-chromosome gene-1) has been suggested to play important roles in reproductive development, sex determination, steroidogenesis, and tumorigenesis. Recently, Dax1 is identified as a core member of pluripotency gene regulatory network [1, 2]. Overexpression of Dax1 supports LIF-independent self-renewal in mouse ESCs [3], while knockdown of Dax1 by siRNA/shRNA or knockout of Dax1 using the Cre-lox system induces differentiation of ESCs [2–7]. Dax1 can inhibit extraembryonic endoderm differentiation by binding to the promoter of Gata6 and inhibiting its transcription and can inhibit trophectoderm differentiation either independently of or cooperatively with Oct4 [3]. It is proposed that Dax1 and Nanog act in parallel to maintain an optimal pluripotent state [3]. Additionally, two independent reports confirmed that Dax1 is necessary for pluripotency inducing [3, 8]. However, all the investigations concerning the role of Dax1 on pluripotency maintenance were carried out in ESCs cultured with serum and LIF (Supplementary Table 1).

The various culture conditions have allowed the capture of different pluripotency states of mouse ESCs in vitro. ESCs grown in the presence of serum and LIF were referred to as “conventional” ESCs, which include all stages of ESCs from naive to formative and/or primed state. Therefore, the conventional ESCs exhibit heterogeneity and metastability [9]. Recent studies have shown that ESCs can also be maintained in serum-free N2B27 medium supplemented with two small molecule inhibitors (2i), the GSK3 inhibitor CHIR99021, and MEK inhibitor PD0325901. 2i/LIF-ESCs appear to be homogeneous and have different gene expression profile and epigenome from those of conventional ESCs, which are postulated to represent the ground state of pluripotency [10]. Since the different pluripotency states are characterized and maintained by distinct transcriptional networks, each transcriptional factor may preferentially sustain a distinct pluripotency state [11, 12]. However, only a few transcription factors (such as Klf2 and Myc) have been compared of their functional characteristics under different pluripotency states. It remains elusive whether Dax1 has similar functions in ground state ESCs as in the conventional ESCs. And the effect of Dax1 withdrawal on the pluripotency-associated transcription factor network is not well characterized.

Here, we established a stable Dax1-knockout (KO) cell line and analyzed the effect of Dax1KO on the cell phenotypes and the pluripotency gene regulatory network under LIF/serum and 2i/LIF conditions, respectively. Our results revealed that the role of Dax1 is dependent on the pluripotency state.

## 2. Results

### 2.1. Expression Pattern Analysis of Dax1 in Mouse ESCs

A publicly available RNA-seq assay of the first days of embryonic development indicated that Dax1 expression peaked in the ICM of E4.0 (Figure S1). Consistently, Dax1 is expressed at a high level in undifferentiated ESCs, but not in epiblast stem cells (EpiSCs) and differentiated ESCs [13]. Here, we investigated whether the expression of Dax1 is affected by the various culture conditions of ESCs. Western blot revealed that the Dax1 protein level in ESCs in 2i/LIF was significantly lower than that in LIF/serum (Figure 1(a)). The transcriptional level of Dax1 was further validated by qRT-PCR. ESCs in LIF/serum condition expressed the highest Dax1 mRNA, whereas ESCs in 2i/LIF expressed it at a level 6.4-fold lower (Figure 1(b)). Dax1 protein and mRNA level were either undetectable or expressed in very low concentrations in the samples of EpiSCs and embryoid bodies (EB). These results suggested that the expression of Dax1 is affected by different stages of pluripotency, and the decrease of Dax1 during ground state pluripotency is regulated at the transcriptional level.

### 2.2. Establishment of Dax1KO ES Cell Line under the 2i/LIF Condition

It was demonstrated that the knockout of Dax1 exon by the replacement with an antibiotic selection marker cassette failed to generate undifferentiated ESCs in LIF/serum [4]. However, a much lower expression level of Dax1 in 2i/LIF condition strongly suggests a nonessential role of Dax1 in ground state ESCs (Figure 1). To confirm this possibility and further analyze the functional role of the Dax1, CRISPR/Cas9 editing system was used to produce Dax1 knockout (KO) ES cell line in the two conditions (Figures 2(a) and 2(b)). After targeting, ESCs were plated at low density, and the Dax1 level of individual colony was verified by Western blotting analysis (Figure 2(c)). In 2i/LIF condition, 4 Dax1KO cell colonies were identified (Dax1KO-7, -10, -13, -23) from 26 colonies (Figure 2(d)), among which Dax1KO-7 was used in subsequent functional experiments. In LIF/serum, however, we did not obtain a Dax1KO cell colony although the expression of Dax1 was reduced in some colonies (Figure 2(d)). This result confirmed that Dax1 is necessary for ESCs survival in LIF/serum.

To rule out the possible off-target effects of Dax1KO, a rescue cell line was generated by introducing the Dax1 expression vector into the Dax1KO-null cells (Figure 2(e)). We identified a cell colony, named Dax1KO/R, in which the Dax1 expression level was close to that of the control (Figure 2(c)).

### 2.3. Dax1 Is Essential for Self-Renewal of Conventional ESCs but Is Dispensable for 2i/LIF-ESCs

To compare the functional capacity of Dax1 in different states of pluripotency, basic characterization was performed in Dax1KO-ESCs under 2i/LIF and LIF/serum conditions. In 2i/LIF, colony formation assays showed that the shape and number of colonies in Dax1KO cells were the same as control cells, but the size was a little smaller (Figures 3(a)–3(c)). Long-term propagation assay revealed that Dax1KO cells could be continuously passaged over four weeks although the growth rate slightly declined (Figure 3(d)). Consistently, fluorescence-activated cell sorting analysis (FACS) showed that the apoptosis rate of Dax1KO cells was just slightly increased (Figure 3(e)).

In contrast, Dax1KO cells presented a differentiated phenotype with massive cell death when transferred from 2i/LIF to LIF/serum condition (Figure 3(a)). The colonies formed by Dax1KO cells were even smaller and the percentage of AP-positive colonies (undifferentiated colonies) decreased significantly (Figures 3(b) and 3(c)). Dax1KO cells could not be passaged continuously in LIF/serum medium (Figure 3(d)). The apoptotic percentage of Dax1KO cells, even the first passage transferred from 2i/LIF, was strikingly exceeded up to 25% (Figure 3(e)). Previous studies showed that Dax1 knockdown caused a significant accumulation of Ewing's tumor cells in the G1 phase of the cell cycle [14]. However, our results showed that the proportion of the cells at the G1 phase was not altered (Figure 3(f)), which is in consist with another previous data [7].

As expected, such lethality of Dax1KO was completely rescued by the reexpression of Dax1 (Dax1KO/R), which indicates the gene-specific effects of Dax1 (Figures 3(a)–3(f)). Taken together, our results showed that Dax1 is dispensable for the self-renewal of ground state ESCs, but Dax1KO cells are highly vulnerable to differentiation and apoptosis in conventional culture condition.

### 2.4. Dax1KO Caused More Drastic Global Transcriptional Changes in Conventional ESCs than in Ground State ESCs

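Dax1KO mouse embryonic stem cells (ESCs) and control ESCs were each grown in 2i/LIF, in which inhibitors of MEK and GSK3 are added to the cytokine LIF, and in the conventional LIF/serum medium. Their mRNA was sequenced on an Illumina instrument, with 2 libraries in each of the 4 groups, 8 libraries in all. The authors deposited a whole-number count per gene for each library, without normalization, and the paper's text names neither the aligner nor the counting method. The counts summed to 36390567 and 37155910 in the control libraries in 2i/LIF, and to 37048280 and 37286251 in the Dax1KO libraries in 2i/LIF. In LIF/serum the totals were 35951189 and 35911384 for the control and 37106730 and 37055669 for Dax1KO. The files list 52550 genes by Ensembl identifier, of which 52403 were found in the GENCODE annotation of the mouse genome build GRCm38. The 20749 genes kept by edgeR's filter on low counts were tested with edgeR's quasi-likelihood test after TMM normalization, in a single fit with a mean for each of the 4 groups. A gene was counted as a DEG at a Benjamini-Hochberg adjusted P of at most 0.05 with a fold change of at least 1.2 or 2. The filter on low counts, the tool, the fit and the adjustment of P can each change the number of DEGs. A second fit added the replicate number in the sample titles as a block. With 2 libraries per group the spread of a single gene is poorly known, and the test shares its estimate across genes. The libraries of a group are not stated to come from separate clones, so P measures the spread between libraries only. Counts of at most 3 were taken as the floor of detection, which covers counting error only.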

To determine the mechanism underlying the different phenotypes of Dax1KO in different pluripotency states, we compared the global transcription profiles of Dax1KO cells under 2i/LIF and LIF/serum by RNA-seq analysis. Scatter plots showed differentially expressed genes (DEGs) of Dax1KO cells compared to wild-type ESCs (Figure 4(a), Supplementary Table 3). 

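Dax1 (Nr0b1, ENSMUSG00000025056.4) lies on chromosome X of GRCm38 from 86191764 to 86195947, on the plus strand. In 2i/LIF its count was 456 and 300 in the control libraries and 0 in both Dax1KO libraries. In LIF/serum it was 5095 and 4689 in the control libraries, and 14 and 6 in the Dax1KO libraries. Against the floor of detection, Dax1 was at least 126-fold lower in Dax1KO cells than in control cells in 2i/LIF (adjusted p = 0.00329 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In LIF/serum its log2 fold change was -9.06 (standard error 0.38, adjusted p = 0.000395 from the same test). The fit with the replicate number as a block gave -9.09 in LIF/serum (adjusted p = 0.00157 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each of the 4 LIF/serum libraries left out in turn, the log2 fold change stayed between -9.77 and -8.59. The neighbouring genes Gk and Tab3 were counted in all 8 libraries, Gk at 766 to 2155 and Tab3 at 1620 to 2259. Mageb4, which starts at 86250254 on the same chromosome, had counts of 32 and 28 in the control libraries and 187 and 177 in the Dax1KO libraries in LIF/serum, and of 163 and 206 against 218 and 227 in 2i/LIF.

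**Figure D1:**
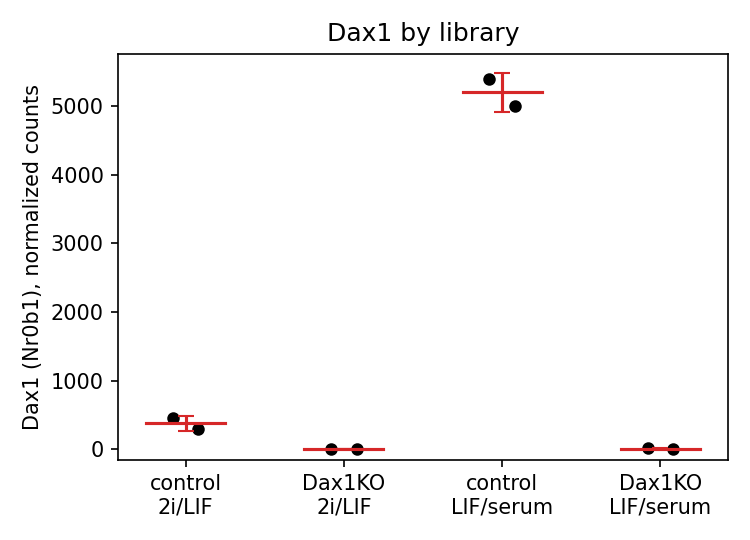
Normalized counts of Dax1 (vertical axis) in each of the 8 libraries, by cell line and medium. Points are libraries, horizontal lines are group means and error bars are the SD of 2 libraries; the control libraries sit at 5402 and 5001 in LIF/serum and at 457 and 300.1 in 2i/LIF, and the highest Dax1KO library sits at 13.4.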

The overlapping DEGs in Dax1KO cells between the two conditions were shown in the Venn diagram (Figure 4(b), Figure S4a). Functional categorization of the DEGs was done by generating enrichment map networks of Gene Ontology (GO) terms (Figure 4(c), Supplementary Table 4).

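Dax1KO cells and control cells were first compared within 2i/LIF. Of the 20749 genes tested, 656 passed the adjusted P of 0.05 with a fold change of at least 1.2, 314 upregulated and 342 downregulated. With the replicate number as a block the count was 573, with 271 genes upregulated and 302 downregulated, and 502 genes were called in both fits. Across genes, the deviations of same-numbered control and Dax1KO libraries from their group means correlated at 0.080 in 2i/LIF. The setting that moved the count most was an unadjusted P under 0.05, which gave 3682 genes. Chromosome 6 held 5.08% of the genes tested and 111 of these DEGs, of which 104 were upregulated and 7 downregulated.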

In 2i/LIF, a total of 3638 DEGs was found in Dax1KO cells compared to the control (>1.2 fold, *P* < 0.05), of which 1981 genes and 1657 genes were up- and downregulated, respectively. GO analysis demonstrated the DEGs were significantly enriched in 173 gene sets including “Development process”, “Cell proliferation”, “signaling pathway”, “metabolic process”, “cellular component organization or biogenesis”, and “localization and locomotion” (>1.2 fold, *P* < 0.05). Then, we used more stringent filtering criteria of fold change >2 and FDR *P* value < 0.05 to identify the different expressed genes. The total number of DEGs in 2i/LIF was 1131, of which 535 genes and 596 genes were up- and downregulated, respectively. 

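With a fold change of at least 2 and the adjusted P of 0.05, 408 genes were called in 2i/LIF, 172 upregulated and 236 downregulated. With the replicate number as a block there were 356, of which 154 were upregulated and 202 downregulated, and 323 were shared by the 2 fits. On chromosome 6 there were 42 of them, 38 upregulated. The genes with the largest increases were Gm3055, Usf2-ps1, Gm10486, Gm10488 and Gm3629. With the replicate number as a block, Gm10486 and Gm10488 did not pass, and Gm10486 was also lost with DESeq2 in place of edgeR. Without a filter on low counts, Gm10486, Gm10488 and Gm3629 did not pass. Gm3055, a protein-coding gene on chromosome 10 from 81742821 to 81771161, was at 0 in both control libraries and at 159 ± 45 normalized counts (SD, n = 2) in Dax1KO cells. It was thus at least 52.9-fold higher (adjusted p = 0.00329 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 5 genes are uncertain, since sequence alignment matched 100% of the transcript of each to another gene, so the counting could have split or moved their reads. For Usf2-ps1 the only such match, Usf2, was at 1097 ± 12.6 normalized counts in control and 1101 ± 17.9 in Dax1KO cells (SD, n = 2). Usf2-ps1 gained 122, so no matching decrease of Usf2 was seen. This argues against reads moved from Usf2, for this gene only. After Dax1, the largest decreases were in Zscan4-ps2, Zscan4-ps3, Zscan4a and Gm16478, each at 0 in both Dax1KO libraries. The transcripts of the 3 Zscan4 genes match other Zscan4 genes over 100% of their length and 51.3% of Gm16478 matches Gm21037, so these too are uncertain.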

The DEGs were enriched in only 34 gene sets belongs to “Development process”, “cellular component organization or biogenesis” and “localization and locomotion” (the red point in Figure 4(c)). This may indicate that most DEGs related to self-renewal caused by Dax1KO in 2i/LIF do not undergo drastic changes (<2 fold).

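In 2i/LIF, 248 of the genes called at the lower fold change, or 37.8%, changed by less than 2 fold. The share depended on the setting. It was 55.4%, or 806 genes, with DESeq2 in place of edgeR, 12.2% when the fold change was tested against 1.2, and 63.6% at an unadjusted P under 0.05. It reached 80.4% with DESeq2 with a normal prior, separate fits and no filter, which was added after the values were seen. Among the pluripotency-related genes past the threshold in 2i/LIF, Dax1, Id1 and Foxd3 changed by at least 2 fold, and Nr5a2, Klf2 and Prdm14 by less. From the few gene sets still enriched among the DEGs at the higher fold change, the paper proposes that most DEGs of self-renewal in 2i/LIF are changed only moderately by Dax1KO.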

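Whether the effect of Dax1KO differed between LIF/serum and 2i/LIF was tested as an interaction of genotype and medium. At an adjusted P of at most 0.05, 596 genes differed, against 3970 at an unadjusted P under 0.05. In 430 of these 596 genes the change was larger in LIF/serum and in 166 it was larger in 2i/LIF, and in 438 the estimates of the 2 media had opposite signs. The fit with the replicate number as a block called 552 genes, 477 of them among the 596. Leaving out the filter on low counts lowered the count to 119 genes, and DESeq2 raised it to 1510. The SD of the log2 fold change over all tested genes was 0.80 in LIF/serum and 0.71 in 2i/LIF, where differences between replicates alone would give 0.51 and 0.48. Across genes, the log2 fold changes of the 2 media correlated at r = 0.192; genes are not independent replicates, so no p-value is given.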

In LIF/serum, the number of DEGs was much higher than that in 2i/LIF. 

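In LIF/serum, Dax1KO cells had 3041 DEGs at a fold change of at least 1.2, with 1841 upregulated and 1200 downregulated. At a fold change of at least 2 there were 1420, with 941 upregulated and 479 downregulated. The fit with the replicate number as a block gave 3218 (1919 upregulated, 1299 downregulated) and 1392 (929 upregulated, 463 downregulated), and shared 2832 and 1299 genes with the fit without it. The deviations of same-numbered libraries correlated at 0.108 across genes in this medium. Chromosome 6 held 315 of the DEGs at the lower fold change, 298 of them upregulated, and 150 at the higher, 142 of them upregulated. The largest increases were in Unc93a2, Cd55b, Gm20518, Gm17036 and Gm14222, each at 0 in both control libraries. Unc93a2, on chromosome 17 from 7362815 to 7385464, reached 47.7 ± 16.4 normalized counts (SD, n = 2), at least 15.9-fold higher (adjusted p = 0.00465 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It is uncertain because 79.5% of its transcript matches Unc93a. Gm17036, of which 56.3% matches Kif5b, is uncertain as well, and Cd55b, Gm20518, Gm17036 and Gm14222 overlap other annotated genes. After Dax1, the largest decreases were in Gm41031, Gm13057, Gm26593 and Srms. Gm41031, a long noncoding RNA gene on chromosome 13 from 97796162 to 97825885, fell from 45.2 ± 17.5 normalized counts (SD, n = 2) to 0, at least 15.1-fold lower (adjusted p = 0.00426 from the same test). Gm13057 and Gm26593 overlap other genes and match them over 100% of their transcripts, so they are uncertain. With the replicate number as a block, Gm17036 and Gm13057 did not pass, and Gm13057 was also lost with DESeq2 in place of edgeR. Without a filter on low counts, Cd55b, Gm20518, Gm17036, Gm13057 and Srms did not pass.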

There are 5124 DEGs (>1.2 fold, *P* < 0.05), of which 2818 genes were upregulated, 2306 genes were downregulated and 1977 DEGs (>2 fold, *P* < 0.05), of which 1212 genes were upregulated and 765 genes were downregulated, respectively. GO analysis demonstrated the DEGs were significantly enriched in 422 and 113 gene sets (>1.2 fold or 2 fold, respectively), much more than that in 2i/LIF. Consistent with more severe differentiation phenotypes of Dax1KO cells, the DEGs were significantly enriched in “Development process”, including “Neuron differentiation”, “Embryo development”, “Cardiovascular system development”, “Organ development”, “Multicellular organismal development”, and “Mammary gland lobule development” (>2 fold, *P* < 0.05). 

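At a fold change of at least 2, 120 genes were DEGs in both media, 71 upregulated in both, 38 downregulated in both and 11 changed in opposite directions. By chance, 27.9 shared genes would be expected among the 20749 tested (odds ratio 6.10, two-sided Fisher's exact test across genes, p = 9.83e-45), where genes are not independent replicates. The fit with the replicate number as a block gave 113 shared DEGs, with 65 upregulated, 34 downregulated and 14 opposite. Leaving only the unadjusted P under 0.05 moved the overlap upwards most, to 389 genes, and testing the fold change against the threshold of 2 moved it downwards most, to 3 genes. Chromosome 6 held 21 of the 71 genes upregulated in both media and 0 of the 38 downregulated in both. At a fold change of at least 1.2, the overlap was 287 genes, with 169 upregulated in both media, 84 downregulated in both and 34 opposite.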

There were only 267 overlapping DEGs in Dax1KO cells under the two culture conditions, of which 136 shared upregulated genes and 78 shared downregulated genes (>2 fold, *P* < 0.05).

### 2.5. The Impact of Dax1KO on Transcription Networks (Modules) in Different Pluripotency States

Genome-wide transcriptional profiling showed that pluripotency regulatory network can be grouped into three relatively independent modules: modules for the core pluripotency factors (Core module), the Polycomb complex factors (PRC module), and the Myc-related factors (Myc module) [15] in conventional ESCs. While transcriptome comparisons show that the core module is likely to be equally important in 2i ESCs, 2i ESCs are unaffected by the low Myc expression levels and the functions of PRC2 may be redundant in 2i ESCs [16, 17].

The impacts of Dax1KO on these three modules were analyzed under LIF/serum and 2i/LIF conditions. After Dax1KO, the activity of Core module was reduced under the both culture conditions (Figure 5(a)). And downregulated genes of Dax1KO cells were highly correlated with the ChIP-target genes of Core module members (Figure 5(b)). The loss of Dax1 expression leads to a decline in Myc module activities and downregulated genes of Dax1KO cells were correlated with the ChIP-target genes of Myc module members under LIF/serum conditions (Figures 5(a) and 5(b)). The activity of PRC module increased under LIF/serum conditions but decreased in 2i/LIF (Figure 5(a)). Consistently, the upregulated and downregulated genes of Dax1KO cells were correlated with the ChIP-target genes of PRC2 in LIF/serum and 2i/LIF, respectively (Figure 5(b)). Together, it is suggested that the impact of Dax1KO on these ESC modules is dependent on the pluripotency state.

### 2.6. Validating the Expression of Self-Renewal-Related Genes after Dax1KO

The effect of Dax1KO on the pluripotency-associated transcription factor network prompted us to further analyze the changes in the expression of individual genes induced by Dax1KO. 

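In 2i/LIF, the proapoptotic genes Bmf, Bik, Cdkn1b, Gadd45a, Pmaip1, Bid, Bcl2l13, Bbc3 and Bcl2l14 had a median log2 fold change of 0.51, with 8 of the 9 above 0. Only Bcl2l13 and Bcl2l14 passed the adjusted P of 0.05. Bcl2l13 rose from 2908 ± 143 to 4677 ± 159 normalized counts (SD, n = 2), a log2 fold change of 0.69 (standard error 0.12, adjusted p = 0.0303 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Bcl2l14 rose by 1.39 (standard error 0.20, adjusted p = 0.0165 from the same test). Bid, at 0.51, did not pass (adjusted p = 0.0604 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). These 3 genes lie on chromosome 6, whose genes had a median log2 fold change of 0.44 in this medium, and Bid and Bcl2l13 overlap on opposite strands. The 4 proapoptotic genes on other chromosomes had a median of 0.14, with 3 above 0, in a comparison added after the values were seen. Among the antiapoptotic genes Mycn, Bcl11a, Myc, Ntn1, Xiap and Birc3, only Ntn1 passed, with a log2 fold change of -1.78 (standard error 0.23, adjusted p = 0.0132 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 16 pluripotency-related genes, 5 fell past the threshold (Dax1, Foxd3, Nr5a2, Klf2 and Prdm14) and Id1 rose, while the median of all 16 was -0.39. The log2 fold changes were -1.64 for Foxd3, -0.86 for Prdm14 and 1.41 for Id1. Klf2 no longer passed with the replicate number as a block (adjusted p = 0.0524 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the endoderm genes Gata6, Sox7, Gata4, Dab2, Sox17, Lamb1 and Pdgfra, only Dab2 passed, with a log2 fold change of 1.28 (standard error 0.26, adjusted p = 0.0423 from the same test), and with the block it did not (adjusted p = 0.0649). Without a filter on low counts, Dax1 alone of the genes named here passed. The median of these 7 endoderm genes was -0.16.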

In 2i/LIF, the expressions of proapoptotic genes were slightly increased, while the expression of antiapoptotic genes, most pluripotency-related genes, and endoderm markers had no significant change. And no consistent changes in other lineage commitment genes were observed (Figure 6(a)). 

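In 2i/LIF, neither of the ectoderm genes Sox1 and Pax6 passed the adjusted P of 0.05, and the log2 fold change of Pax6 was 0.38 (standard error 0.32, adjusted p = 0.619 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 11 other developmental genes of Figure 6(a), Hand1, Eomes, Tead4, Gata3, Sox18, Krt18, Bmp6, Cebpa, Runx1, Cdx4 and Kdr, 4 had an estimate above 0 and 7 below 0. Tead4 rose from 1341 ± 158 to 3184 ± 127 normalized counts (SD, n = 2), a log2 fold change of 1.25 (standard error 0.13, adjusted p = 0.00669 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tead4 lies on chromosome 6, whose genes were shifted upwards in Dax1KO cells. Krt18 rose by 1.12 (standard error 0.14, adjusted p = 0.0107 from the same test). Over 50 genes of Figure 6(a), 12 passed in 2i/LIF when P was adjusted over all tested genes and 23 when it was adjusted over these 50 genes alone, a list that the authors drew from the same libraries.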

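In LIF/serum, 7 of the 9 proapoptotic genes listed for 2i/LIF had an estimate above 0, and their median log2 fold change was 0.63. Bid, Bcl2l13 and Bcl2l14 passed the adjusted P of 0.05. Bcl2l14 (chromosome 6) rose from 98.3 ± 21.4 to 281 ± 56.4 normalized counts (SD, n = 2), a log2 fold change of 1.51 (standard error 0.22, adjusted p = 0.00567 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Bcl2l13 rose by 0.91 (adjusted p = 0.00489) and Bid by 0.50 (adjusted p = 0.0281), both from the same test. All 3 lie on chromosome 6, whose genes had a median log2 fold change of 0.52 in LIF/serum. The 4 proapoptotic genes on other chromosomes had a median of 0.40 in this medium, with 3 above 0, again added after the values were seen. With the replicate number as a block, Cdkn1b on chromosome 6 and Pmaip1 on chromosome 18 passed as well, and the count was 5. Of the 6 antiapoptotic genes, 5 had an estimate below 0, with a median of -0.90. Mycn fell from 9001 ± 60.3 to 3238 ± 132 normalized counts (SD, n = 2), a log2 fold change of -1.48 (standard error 0.10, adjusted p = 0.000883 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ntn1 passed as well, with a log2 fold change of -1.11 (adjusted p = 0.0170 from the same test). Of the 16 pluripotency-related genes, 14 had an estimate below 0, with a median of -0.72, and 8 fell past the threshold: Dax1, Id1, Id2, Gbx2, Tfap4, Lin28b, Nr5a2 and Klf2. The log2 fold change of Id1 was -0.83 (standard error 0.17, adjusted p = 0.0192 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Bmp7 rose by 1.89 (standard error 0.30, adjusted p = 0.00799 from the same test). The calls of Id1, Id2, Gbx2 and Lin28b were lost without a filter on low counts.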

In LIF/serum, the expression of most proapoptotic genes was drastically increased, while the antiapoptotic genes and many pluripotency genes were downregulated. Most lineage commitment genes other than ectoderm markers have been upregulated after Dax1KO (Figure 6(a)). 

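In LIF/serum, the 7 endoderm genes tested had estimates above 0, with a median log2 fold change of 1.38, and 5 of them passed the adjusted P of 0.05, in the fit with the replicate number as a block as well. Gata6 (chromosome 18, 11052064 to 11085635) rose from 620 ± 145 to 1607 ± 80.8 normalized counts (SD, n = 2), a log2 fold change of 1.38 (standard error 0.29, adjusted p = 0.0198 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold changes of the other endoderm genes that passed lay between 1.28 for Pdgfra and 1.64 for Dab2. Of the ectoderm genes, Pax6 fell by 2.30 on the log2 scale (standard error 0.34, adjusted p = 0.00619 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 11 other developmental genes, Hand1, Eomes, Tead4, Krt18, Bmp6, Cebpa and Runx1 were upregulated, 7 in all. Hand1 rose from 87.7 ± 22.9 to 371 ± 26.2 normalized counts (SD, n = 2), a log2 fold change of 2.08 (standard error 0.32, adjusted p = 0.00729 from the same test). Tead4, on chromosome 6, rose by 1.91 and Krt18 by 0.76. Gata6, Pdgfra, Bmp6 and Runx1 no longer passed without a filter on low counts. Over the same 50 genes of Figure 6(a), 27 passed in LIF/serum with P adjusted over all tested genes and 37 with P adjusted over the list alone.

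**Figure D2:**
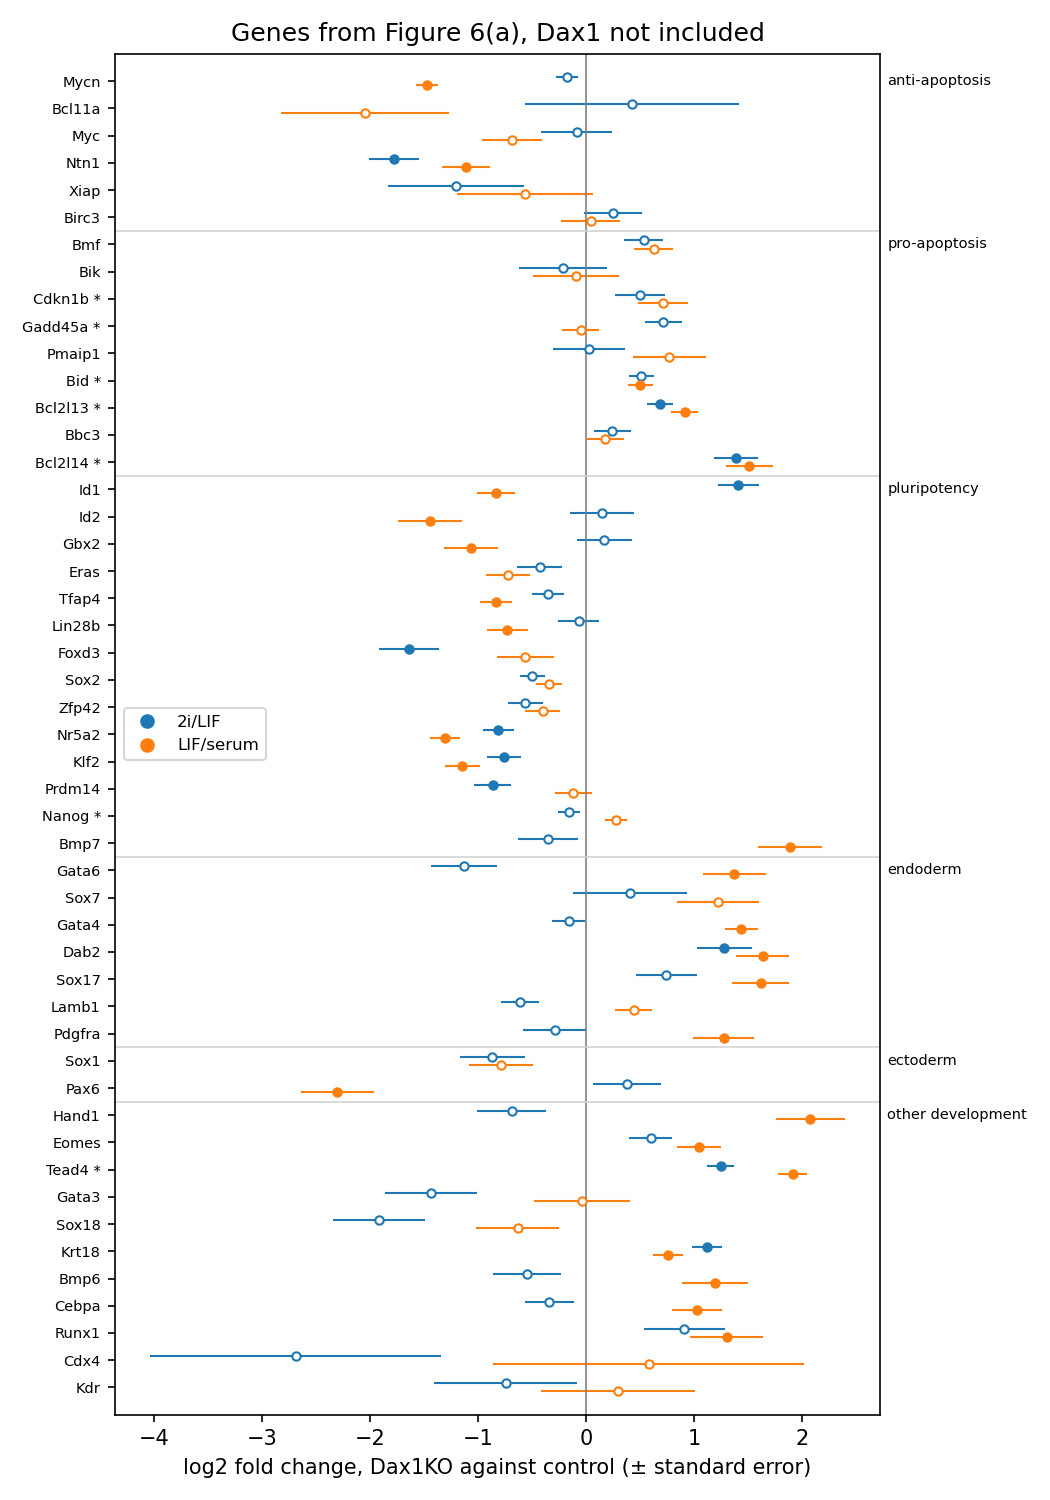
Log2 fold change of Dax1KO against control cells (horizontal axis, bars are standard errors) for genes of Figure 6(a), Dax1 not included, in 2i/LIF (blue) and LIF/serum (orange). Filled points passed the adjusted P of 0.05 with a fold change of at least 1.2, open points did not, and asterisks mark genes on chromosome 6; the filled orange points among the endoderm genes lie between 1.28 and 1.64.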

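The sequenced libraries gave the following values for further genes of apoptosis, pluripotency and the germ layers. Nr5a2 fell by 0.81 on the log2 scale in 2i/LIF (adjusted p = 0.0276) and by 1.30 in LIF/serum (adjusted p = 0.00244, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Klf2 fell by 0.76 in 2i/LIF (adjusted p = 0.0489) and passed in LIF/serum as well (adjusted p = 0.00565), by the same test. Gbx2 passed only in LIF/serum, with a log2 fold change of -1.06 (standard error 0.25, adjusted p = 0.0285 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) against 0.17 in 2i/LIF (adjusted p = 0.815), and the difference between media did not pass (adjusted p = 0.115; over the alternatives, from 0.0164 with DESeq2, which called it, to 0.239 without a filter on low counts). Nanog did not pass in either medium, with -0.16 in 2i/LIF (adjusted p = 0.497 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.28 in LIF/serum (adjusted p = 0.111); it lies on chromosome 6. Myc was at -0.09 in 2i/LIF and -0.68 in LIF/serum (adjusted p = 0.138 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its LIF/serum count was 1775 ± 12.0 in control and 1105 ± 378 in Dax1KO cells (SD, n = 2). Bmf was at 0.53 in 2i/LIF and 0.63 in LIF/serum (adjusted p = 0.0525 from the same test), and Bbc3 at 0.25 and 0.18. Sox1 was at -0.87 and -0.78 in the 2 media, short of the threshold in both (adjusted p = 0.181 and 0.118 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). T (Brachyury) was counted at low levels, at 18.6 ± 8.35 normalized counts in control and 13.4 ± 14.8 in Dax1KO cells in LIF/serum (SD, n = 2), where the Dax1KO replicates differed widely. Kdr (Flk1) was at 38.8 ± 29.2 and 47.6 ± 31.5 in that medium (SD, n = 2), which is within the spread of the replicates. Sox17 rose from 46.8 ± 4.71 to 144 ± 2.16 normalized counts in LIF/serum (SD, n = 2), a log2 fold change of 1.62 (adjusted p = 0.00875 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).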

We then validated the expression of key genes by qRT-PCR, and the results were consistent with our RNA-seq data (Figure 6(b)).

## 3. Discussion

Reduced expression of Dax1 has been reported to induce conventional ESCs differentiation, suggesting the essential role of Dax1 in self-renewal [5, 6]. While the phenotypes observed in these studies were based on the transient suppression of Dax1. In this study, we established a stable Dax1KO cell line using the CRISPR/Cas9 system and found that Dax1 knockout caused ESCs differentiation and death. Therefore, our results confirmed and extended the previous study that continuous expression of Dax1 is necessary to maintain the pluripotency of ESCs in LIF/serum.

Dax1 appears to be critical for the core pluripotency circuitry of conventional ESCs [1, 2, 18], but the effect of the loss of function of Dax1 on the pluripotency-associated transcription factor network was not well analyzed. The regulatory transcription networks of conventional ESCs can be subdivided into distinct units based on physical bindings of protein and DNA. Core module includes genes that are mainly related to developmental and transcription-associated processes, and the Myc module contains targets which are predominantly involved in cellular metabolism, cell cycle, and protein synthesis pathways. The main role of the PRC module is to trimethylate H3K27 and cause target gene silencing [15, 19, 20]. Dax1 was regarded as a pluripotency-associated factor, which belonged to the core module. Here, we reported that Dax1KO not only caused a significant reduction in the activity of the core module but also reduced the activity of the Myc module and activating the expression of developmental genes silenced by PRC2. This suggested a functional link among the three relatively independent modules, and in which Dax1 might play an important role. Previous studies revealed that c-Myc can upregulate the transcription of the Polycomb PRC2 complex [21], and there is a transcriptional regulatory relationship between the core module members Nac1 and c-Myc [19]. Further study will be required to reveal the molecular functions of Dax1 on different modules of the transcriptional regulatory network.

It is currently believed that pluripotency is not a monolithic entity but rather comprises a spectrum of different cellular states [9]. Dax1 is expressed at a high level in undifferentiated ESCs but not in EpiSCs, suggested that the expression of Dax1 is affected by different stages of pluripotency. However, it is not clear whether the expression of Dax1 in 2i/LIF-ESCs is different from the conventional ESCs. We reported that the expression level of Dax1 in 2i/LIF-ESCs was significantly reduced, and the regulation occurred at the transcription level. Dax1 expression has been shown to be upregulated by the LIF/Stat3 pathway as well as by Oct4 [22], Nanog, and Nr5a2 [23]. However, these positive regulators of Dax1 were not significantly reduced in 2i/LIF, so they cannot be used to explain the differential expression of Dax1 under the two culture conditions. 

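In control cells, Dax1 was at 379 ± 111 normalized counts in 2i/LIF and 5202 ± 283 in LIF/serum (SD, n = 2), a log2 fold change of -3.78 (standard error 0.27, adjusted p = 0.000113 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), or 13.7-fold lower in 2i/LIF. Pou5f1, which encodes Oct4 and lies on chromosome 17 from 35506018 to 35510772, was at 25280 ± 1162 in 2i/LIF and 40630 ± 6357 in LIF/serum (SD, n = 2), a log2 fold change of -0.68 (standard error 0.13, adjusted p = 0.00469 from the same test). Nanog was higher in 2i/LIF by 1.39 (standard error 0.10, adjusted p = 7.44e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Nr5a2 differed by -0.07 (standard error 0.14, adjusted p = 0.729) and Stat3 by 0.30 (standard error 0.12, adjusted p = 0.0974), neither past the adjusted P of 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The fit with the replicate number as a block gave -0.68 for Pou5f1 (adjusted p = 0.00250 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and the same calls for the other 4 genes.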

Under the 2i/LIF culture conditions, Gsk3 (a negative regulator of Wnt effector *β*-catenin) and MAPK were selectively inhibited. Early studies showed that Dax1 expression was controlled by Wnt signaling in the gonad [24], but BIO (a pharmacological inhibitor of GSK-3) treatment did not significantly modulate Dax1 expression in ESCs cultured in the presence of LIF. The MAPK/ERK pathway can regulate protein expression levels through phosphorylation, leading to the stability of c-Myc protein and the degradation of Klf2 protein, respectively. But whether MAPK/ERK regulates the expression of Dax1 has not been reported. Overall, the molecular basis of transcriptional suppression of Dax1 in ground state ESCs is not currently known.

Accumulating evidences suggest that the 2i/LIF ESCs represent the naive epiblast cells of the inner cell mass (ICM) or even earlier stages, while conventional ESCs possibly reflect later stages. And as 2i/LIF and LIF/serum ESCs are readily interconvertible, they provide a unique and accessible in vitro model to explore the regulation of the pre- to postimplantation phase of early embryonic development. In recent years, it has become clear that the transcriptome, epigenome, and methylome of 2i/LIF and LIF/serum ESCs are markedly different. However, the characterization of individual genes in different pluripotency states research is still very limited. We reported that the colonies of the Dax1KO cell line could be passaged at least 30 times in 2i/LIF (data not shown) with no change in morphology compared with control cells, which is completely different from that in LIF/serum. This suggested that the two pluripotency states have different requirements for Dax1, and Dax1 is dispensable for the self-renewal of 2i/LIF-ESCs.

To provide more insights into Dax1 function, we detected whether Dax1KO ESCs could be adapted to LIF/serum supplemented with the 2i inhibitors, PD0325901 (PD) and/or CHIR99021 (CH). Dax1KO ESCs formed very few compact colonies in LIF/serum, while formed irregular flat colonies in LIF/serum (LS)+PD. In LS+CH, the number of compact colonies was significantly higher than that in LIF/serum, but there were still some differentiated colonies. Only in the LS+2i, Dax1KO ESCs could form compact colonies similar to the normal control (Figure S2a). The cell count results showed that both PD and CH could promote the proliferation of Dax1KO ESCs, and the proliferation effect of CH was more obvious (Figure S2b). The above results suggested that Dax1 might not directly mediate the effects of ERK or Wnt pathways.

Based on the previous ChIPseq results [1, 25], the target genes under the transcriptional regulation of Dax1 were deduced. These putative target genes showed less activation/repression in 2i/LIF compared to LIF/serum after Dax1KO (Figure S3). GO analysis showed that 267 overlap DEGs (>2 fold, *P* < 0.05) of Dax1KO in 2i/LIF and LIF/serum (Figure 4(b), Figure S4a) were enriched in gene sets including “Development process” and “Cell proliferation” (Figure S4b). While only a few overlap DEGs are putative target genes of Dax1 (Figure S4c). This suggests that in addition to transcriptional regulation, Dax1 may also affect gene expression through other ways.

The core module was identified in conventional ESCs, but genome-wide ChIP-Seq localization studies for these proteins have not been performed in 2i/LIF-ESCs. Dax1KO caused a significant reduction in the activity of the core module in 2i/LIF-ESCs as well as in conventional ESCs, but it was not accompanied by a self-renewal impaired phenotype in 2i/LIF. It is suggested that the core module identified in conventional ESCs is either not important or the composition of the module is different in 2i/LIF.

In conclusion, the results of the present study demonstrated that the cell phenotype and molecular phenotype produced by Dax1KO in LIF/serum and 2i/LIF cultured ESCs are significantly different. This may reflect the different cell fate determination mechanisms of conventional ESCs and ground state ESCs. Dax1 is an oncogene, but its expression pattern in cancer progression has shown discrepancy among different types of cancers. Our research not only provides clues for understanding the molecular regulation mechanism at different stages of early embryonic development but also contributes to a better understanding of Dax1's role in different tumors.

## 4. Materials and Methods

### 4.1. Cell Culture

Mouse ESCs were cultured on 0.2% gelatin-coated plates in the indicated medium. LIF/serum culture: DMEM supplemented with 15% FBS, 2 mM GlutaMAX, 1% MEM nonessential amino acids, 0.1 mM *β*-mercaptoethanol (all from Invitrogen), and 10 ng/ml LIF (Millipore). 2i/LIF culture: N2B27 medium was supplemented with 1 *μ*M PD0325901, 3 *μ*M CHIR99021 (Selleck), and 10 ng/ml LIF [26]. 293FT cells were maintained in DMEM supplemented with 10% FBS, 2 mM GlutaMAX, and 1% MEM nonessential amino acids.

### 4.2. Plasmid Construction

For the CRISPR Cas9-induced Dax1 knockout (KO), single guide RNA targeting Dax1 was designed around the Translation Start Codon. 

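The guide sequence given for the knockout, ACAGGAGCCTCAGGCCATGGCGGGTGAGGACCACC, matches the transcript of Dax1 (Nr0b1) without a difference over its 35 bases. On GRCm38 it lies on chromosome X from 86191785 to 86191819, on the plus strand, in exon 1 of the 2 exons of the gene, from base 22 to base 56 of the transcript. It spans the start codon at 86191801 to 86191803, so it covers the end of the 5′ untranslated region and the start of the coding sequence. The part underlined in Figure 2(a), GCCTCAGGCCATGGCGGGTG, is 20 bases long and lies from 86191791 to 86191810. The 3 bases that follow it in the genome are AGG. The transcript around the guide reads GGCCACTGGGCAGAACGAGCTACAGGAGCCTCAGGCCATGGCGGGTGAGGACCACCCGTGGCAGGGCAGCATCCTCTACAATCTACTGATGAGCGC.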

The following guide sequence (5′-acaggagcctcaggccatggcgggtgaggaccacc-3′) was cloned in the pLentiCas9-Zeocin vector. The full-length open reading frames of Dax1 were PCR-amplified from mouse ESC cDNA using primers (Forward: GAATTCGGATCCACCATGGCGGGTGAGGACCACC, Reverse: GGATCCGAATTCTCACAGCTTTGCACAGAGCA). The amplified ORF was subsequently cloned into pGEM-T Easy (Promega) for sequence verification and, then, subcloned into pPGK.2AP.

### 4.3. Lentiviral Production

Lentiviral vector, pSPAX2, and pMD2G were cotransfected into 293FT cells by calcium phosphate transfection as previously described [3]. In brief, 12.5 *μ*g plasmids in total were mixed with 50 *μ*l CaCl_2_ (2.5 mM) and diluted with TE buffer to a final volume of 0.5 ml. The mixture was added dropwise to 0.5 ml 2 × HeBS and mixed. One minute later, the solution was mixed and added dropwise into the media. 8-10 hours later, the medium was changed, and the virus was collected after a subsequent 48-72 h cultivation.

### 4.4. Generation of Dax1KO-ESCs

ESCs were trypsinized and infected in suspension by the Dax1KO lentiviral supernatant along with polybrene (4 *μ*g/ml, sigma). Two days later, these cells were replated at 1 × 10^3^ cells per 6-well plates and cultured with 15 *μ*g/ml zeocin (Invitrogen) for 7 days. The resulting colonies were picked up, expanded, and identified by immunoblotting.

### 4.5. Plasmid Transfection

ESCs were transfected with plasmid DNA using Lipofectamine2000 (Invitrogen) according to the manufacturer's instructions. Two days later, cells were cultured in the presence of 1 *μ*g/ml puromycin (Invitrogen) to gain stable transfection.

### 4.6. In Vitro and In Vivo Differentiation of ESCs

EB formation was performed in petri dishes in FBS medium without LIF according to a previously described protocol^2^.

### 4.7. Cell Proliferation and Colony Formation Assay

Cell proliferation and colony formation assay was derived using a previously described protocol^2^. For proliferation assay, cells were plated in gelatin-coated 12-well plates. After 5 days, viable cells were determined. For colony formation assay, cells were plated in gelatin-coated 24-well plates. After 6 days, AP positive colonies were measured. Colonies were scored in three categories: undifferentiated, mixed (partially differentiated), and differentiated.

### 4.8. Real-Time PCR Analysis

Total RNA was isolated with TRIzol reagent (Invitrogen, Cat: 15596026) as previously described. First-strand cDNA was synthesized from 1 *μ*g of total RNA with oligo-dT primer using the Transcriptor First Strand cDNA Synthesis Kit (Roche), and diluted ten-folds with water. Real-time PCR reaction was performed with the FastStart Essential DNA Green Master (Roche) using the LightCycler 96 System (Roche). The qPCR primers are listed in Supplementary Table 2.

### 4.9. Protein Extraction and Western Blot

Protein extraction and Western blot were performed with anti-Dax1 (Active Motif, #39983) according to a previously described protocol^2^.

### 4.10. FACS Analysis

For apoptotic assay, cells were stained with Annexin V-APC (BD Biosciences) and propidium iodide for 10 minutes at 4°C. For cell cycle assay, cells were fixed with 70% ethanol overnight at -20°C and, then, treated with RNase and propidium iodide (Beyotime) for 20 minutes at 37°C. Cells were analyzed with Novocyte (ACEA).

### 4.11. RNA-Seq and Data Analysis

Total RNA was extracted using Trizol Reagent according to the manufacturer's manual. Two RNA samples of every indicated cell lines were processed by Genminix Informatic Ltd. (Shanghai, China) for mRNA sequencing on Illumina Hiseq platform (Illumina) with 6Gbps. Differential gene expression (DEG) analysis was performed using the DESeq2 (v1.14.1) R statistical programming software package (Love et al., 2014). Threshold for DEGs was set to *P* value < 0.05 and absolute fold change >1.2 or 2. The DEGs are listed in Supplementary Table 3. Gene Ontology enrichment analysis of DEGs was performed using the Enrichr website (Supplementary Table 4) [27].

### 4.12. Statistical Analysis

Statistical analysis was performed using the Statistical Package for Social Science. Student's *t*-test was used to analyze statistical differences. Data in the figures were expressed as mean ± s.d., and *P* ≤ 0.05 was considered significant. Each experiment was performed at least three times.

## Figures and Tables

**Figure 1:**
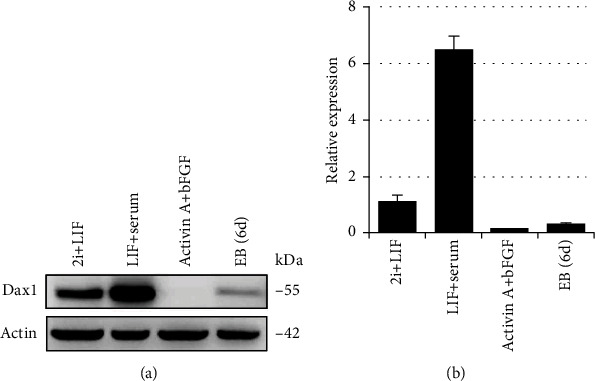
The expression level of Dax1 in 2i/LIF-ESCs is much lower than that in LIF/serum-ESCs. (a) Western blot analysis shows the expression of Dax1 in ESCs in different culture conditions. (b) Quantitative real-time PCR analysis shows the transcription level of Dax1 in different culture conditions. Data are the averages of biological triplicates ± standard error of the mean (SEM).

**Figure 2:**
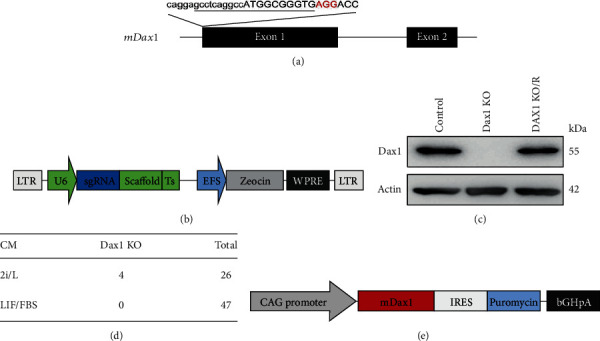
Establishment of Dax1KO-ESCs in 2i culture. (a) Schematic of the Cas9/sgRNA target site in the mouse Dax1 genomic locus. The sgRNA-targeting sequence is underlined, and the PAM sequences are marked in red. (b) Schematic diagram of lentivirus-based dual U6-sgRNA expression cassette constructs with the cassette of EFS-zeocin. (c) The expression of Dax1 and Actin was detected by Western blotting. (d) Dax1 cDNA was cloned into an expression vector carrying a CAG promoter and within the transcription unit linked to the puromycin resistance gene by an IRES. (e) Dax1-null colonies screened under LIF/serum and 2i conditions.

**Figure 3:**
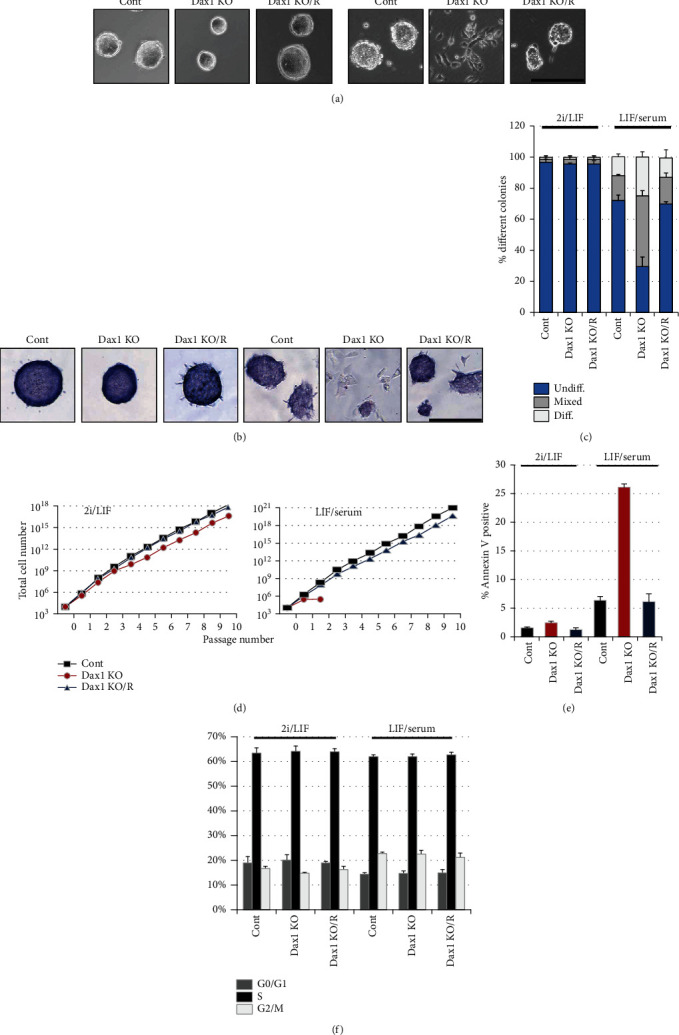
Properties of Dax1KO-ESCs in 2i/LIF and LIF/serum culture. (a) Morphology of colonies formed by the indicated cell lines. Cells were grown in 2i/LIF or LIF/serum for 5 days. Scale bar, 100 *μ*m. (b) AP staining of colonies formed by the indicated cell lines. Cells were grown in 2i/LIF or LIF/serum for 5 days. Scale bar, 100 *μ*m. (c) Percentage of colony types formed by cells is shown. Diff.: differentiated; Undiff.: undifferentiated. (d) Total cell number of the indicated lines cultured for multiple passages. (e) Cell cycle profiling of the indicated cell lines by FACS with propidium iodide (PI) staining and proportions of the cells at each cell cycle were shown in the graph. (f) The apoptosis rate of Dax1KO-ESCs cultured in the indicated conditions. Exponentially growing cells were analyzed for apoptosis using Annexin-V and propidium iodide. Data in (c)–(f) are represented as mean ± s.d.; *n* = 3.

**Figure 4:**
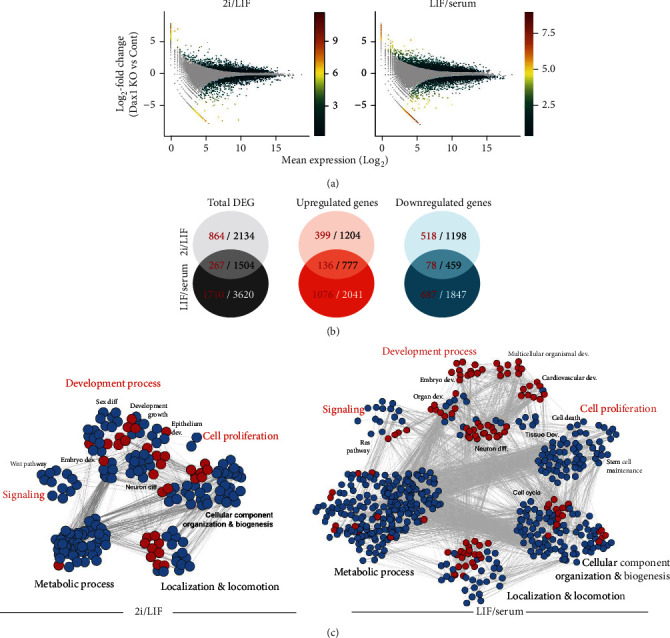
The global transcription profiles of Dax1KO cells in 2i/LIF and LIF/serum culture. (a) Scatterplots showing differentially expressed genes (DEGs) from Dax1 KO compared to wild-type ESCs cultured in 2i/LIF (left) and LIF/serum (right) medium. Grey dots are unaltered genes. Colored dots are significantly up-/downregulated genes in Dax1 KO cells with DESeq2 p (adj) ≤0.05, absolute value of fold change ≥1.2, the color of the dot correspond to the absolute value of fold change (red is high and blue is low). (b) Venn diagrams represent overlapped total DEGs (left), upregulated genes (middle), or downregulated genes (right) in Dax1 KO cells between 2i/LIF and LIF/serum medium. The red letters indicate the number of the DEGs with absolute fold change ≥2, and the black/white letters indicate the number of the DEGs with absolute fold change ≥1.2. (c) Enrichment map networks of GO terms corresponding to DEGs with absolute fold change ≥1.2 (blue) or DEGs with absolute fold change ≥2 (red) in Dax1 KO versus wild-type mESCs cultured in 2i/LIF (left) and LIF/serum (right) medium. Gene Ontology was analyzed by g: profiler, and visualized by the cytoscape plug-in: enrichment map. Nodes represent GO terms; edges connect nodes that share common genes.

**Figure 5:**
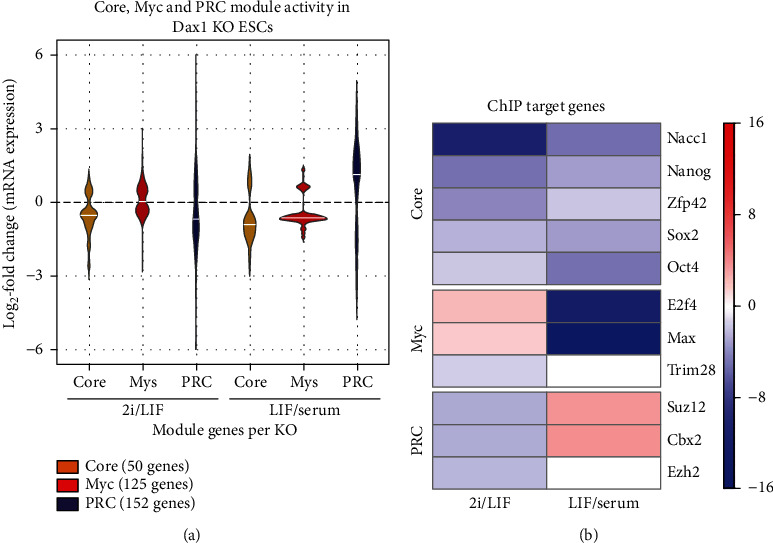
The impact of Dax1KO on signaling pathways and transcription networks (modules) in different pluripotency states. (a) A violin plot representing changes in CORE, MYC, and PRC module gene expression in Dax1 KO compared to wild-type mESCs cultured in 2i/LIF and LIF/serum medium. (b) Heatmap showing the geometric *P* values calculated by gene set overlap analysis between gene sets from ChIP-seq and DEGs (Dax1 KO compared to wild-type mESCs cultured in 2i/LIF and LIF/serum). The red cells correspond to upregulated DEGs; blue cells correspond to downregulated DEGs. Color intensity is proportional to log10 (*P* value).

**Figure 6:**
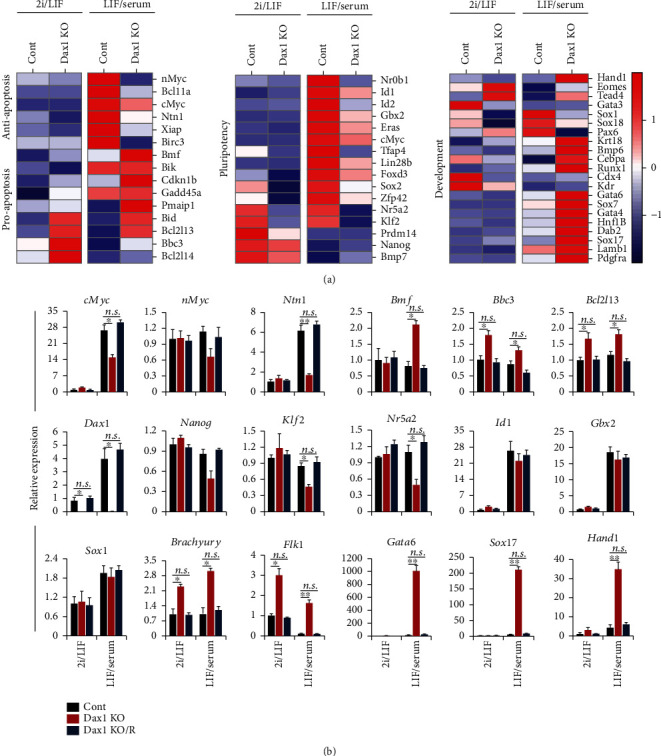
Expression of self-renewal-related genes after Dax1KO in different pluripotency states. (a) Heatmap of the apoptosis-related genes, pluripotency-associated genes, and lineage commitment genes after Dax1KO in 2i/LIF and LIF/serum. (b) qRT-PCR analysis of the indicated genes. Data are normalized to Gapdh and shown relative to WT ESCs (set at 1.0). Data are represented as mean ± SD; *n* = 3. ^∗^*P* ≤ 0.05; ^∗∗^*P* ≤ 0.01. All *P* values were calculated using Student's *t*-test.

## Data Availability

RNA-seq data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) under the accession numbers GSE168423. Source data for Figures 4–6 have been provided as Supplementary Table 3 and Supplementary Table 4.

# Supplementary material for: Pluripotency-State-Dependent Role of Dax1 in Embryonic Stem Cells Self-Renewal
**Source:** Stem Cells Int. 2021 Jul 10;2021:5522723. doi: 10.1155/2021/5522723
**Supplement:** Supplementary Materials — Figure S1: Dax1 expression pattern during early embryonic development. Figure S2: Dax1KO ESCs were cultured in LIF/serum supplemented with MEK inhibitor PD0325901 and/or GSK3 inhibitor CHIR99021. Figure S3: the differential expression of Dax1 target genes in 2i/LIF and LIF/serum. Figure S4: the analysis of overlap DEGs caused by Dax1KO in 2i/LIF and LIF/serum. Table S1: Previously reported loss-of-function analyses of Dax1 in ESCs. Table S2: primers for RT-PCR analysis. Table S3: DEGs in RNA-seq analysis (PDF format). Table S4: GO Annotation Enrichment Analysis (PDF format).

**List of supplemental information**

**Supplemental Figures**

Figure S1. Dax1 expression pattern during early embryonic development.

Figure S2. Dax1KO ESCs were cultured in LIF/serum supplemented with MEK inhibitor PD0325901 and/or GSK3 inhibitor CHIR99021.

Figure S3. The differential expression of Dax1 target genes in 2i/LIF and LIF/serum.

Figure S4. The analysis of overlap DEGs caused by Dax1KO in 2i/LIF and LIF/serum.

**Supplemental Tables**

Table S1. Previously reported loss-of-function analyses of Dax1 in ESCs

Table S2. Primers for RT-PCR analysis

Table S3. DEGs in RNA-seq analysis (PDF format).

Table S4. GO Annotation Enrichment Analysis (PDF format).

**
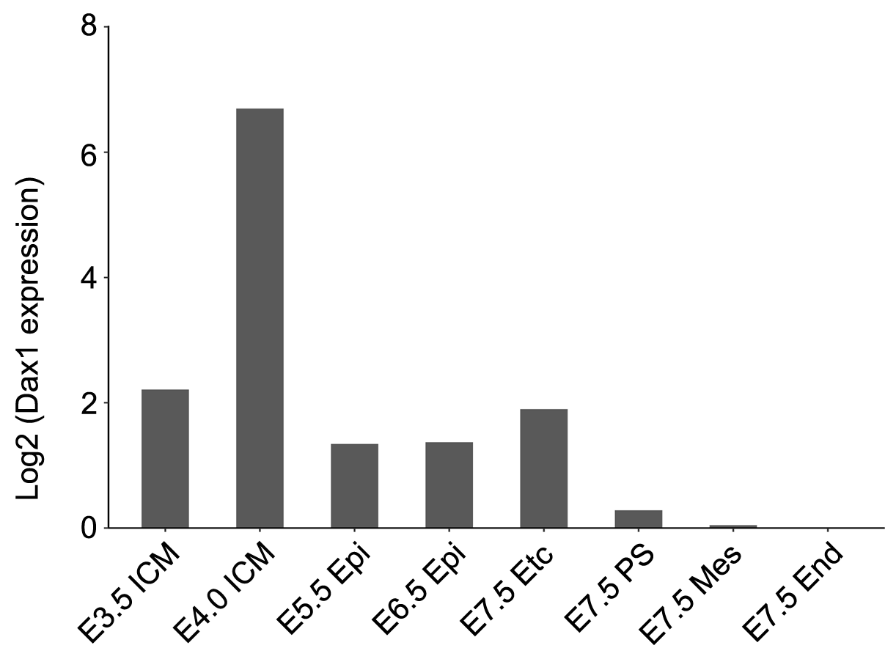
**

**Figure S1. Dax1 expression pattern during early embryonic development.**

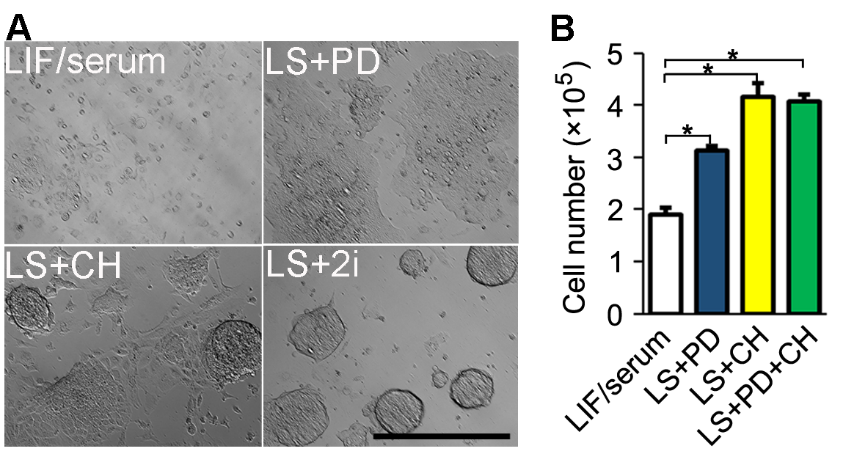

**Figure S2. Dax1KO ESCs were cultured in LIF/serum supplemented with MEK inhibitor PD0325901 and/or GSK3 inhibitor CHIR99021.**

1. Representative images of Dax1KO ESCs in the indicated cultures for five days (Scale bar, 100 μm)
2. Dax1KO ESCs (1000 cells/cm^2^ in 12-well plates) were cultured for five days in the indicated cultures and cell numbers were counted. (LS = LIF/serum, PD = MEK inhibitor PD0325901, CH=GSK3 inhibitor CHIR99021, 2i=PD+CH )

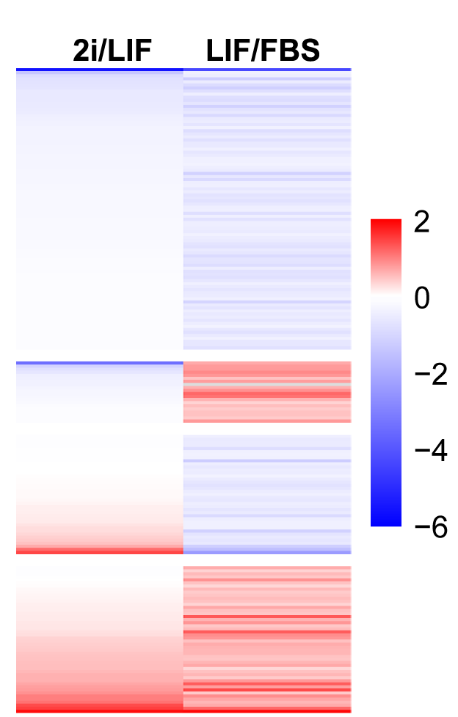

**Figure S3. The differential expression of Dax1 target genes in 2i/LIF and LIF/serum.**

Heatmap showing the geometric p values calculated by gene set overlap analysis between gene sets from ChIP-seq and DEGs (Dax1KO compared to wild-type mESCs cultured in 2i/LIF and LIF/serum). The red cells correspond to up-regulated DEGs, blue cells correspond to down-regulated DEGs. Color intensity is proportional to log2 (p-value).

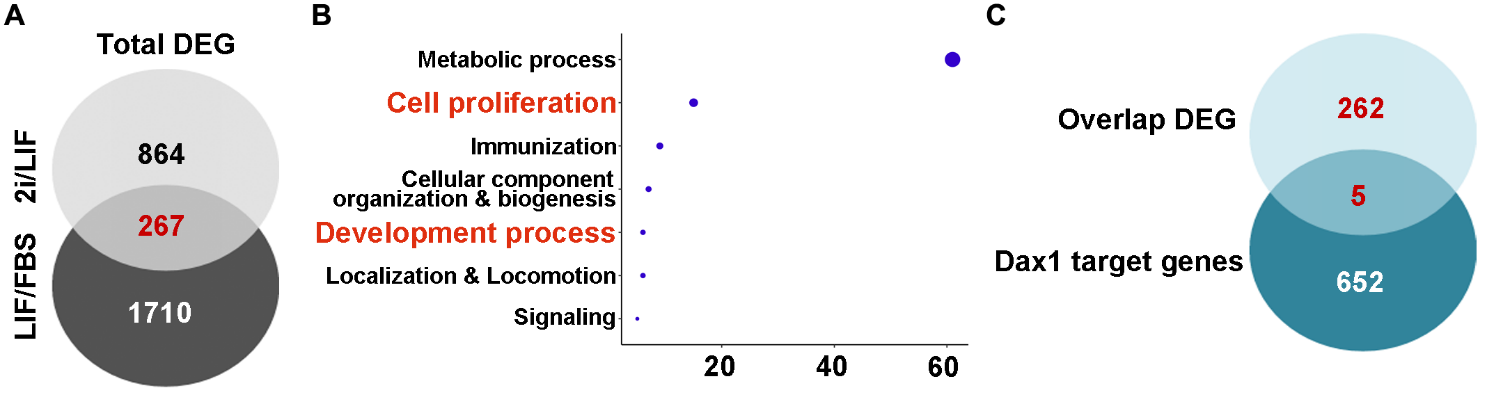

**Figure S4. The analysis of overlap DEGs of Dax1KO in 2i/LIF and LIF/serum**

1. Venn diagrams represent overlapped total DEGs in Dax1 KO cells between 2i/LIF and LIF/serum medium (>2 fold, P<0.05).
2. GO analysis of 267 overlap DEGs of Dax1KO in 2i/LIF and LIF/serum (>2 fold, P<0.05).
3. Venn diagrams represent the overlap between 267 overlapped total DEGs and Dax1 target genes.

**Supplemental Table 1. Previously reported loss-of-function analyses of Dax1 in ESCs**

| Study | Cell culture | Methods | Time of analysis | Phenotype |
| --- | --- | --- | --- | --- |
| (Yu et al., 1998)[[1](#_ENREF_1)] | 20% Serum + LIF | 1. A standard strategy for deletion of Dax1 exon 1; 2. Cre-mediated disruption exon 2 of Dax1 | transiently | Failed to generate undifferentiated ESC |
| (Niakan et al., 2006)[[2](#_ENREF_2)] | 15% Serum + LIF | 1. Conditional knockout(KO) by deletion of Dax1 exon 1 2. Knockdown(KD), siRNA | Transiently(2days) | Endoderm differentiation |
| (Wang et al., 2006)[[3](#_ENREF_3)] | 15% Serum + LIF | KD, retroviral shRNA | Transiently(4days) | Loss of pluripotency, multilineage differentiation |
| (Khalfallah et al., 2009)[[4](#_ENREF_4)] | 10% Serum +LIF | KD, siRNA | Transiently(4days) | Multilineage differentiation, decreased viability andproliferation |
| (Zhang et al., 2014)[[5](#_ENREF_5)] | 5%Serum+15%KSR + LIF | Stably KD, retroviral shRNA | Continuously propagated for at least 30 passages | Increased differentiation propensity and reduced self-renewal efficiency |
| (Fujii et al., 2015) [[6](#_ENREF_6)] | 10%Serum +LIF, on MEF | 1. Inducible KO by deletion of Dax1 exon 2 | Continued self-renewal with slow proliferation ratio | Dispensable for maintaining pluripotency |

**Supplemental References**

1. Yu RN, M Ito, TL Saunders, SA Camper and JL Jameson. (1998). Role of Ahch in gonadal development and gametogenesis. Nat Genet 20:353-7.

2. Niakan KK, EC Davis, RC Clipsham, M Jiang, DB Dehart, KK Sulik and ER McCabe. (2006). Novel role for the orphan nuclear receptor Dax1 in embryogenesis, different from steroidogenesis. Mol Genet Metab 88:261-71.

3. Wang J, S Rao, J Chu, X Shen, DN Levasseur, TW Theunissen and SH Orkin. (2006). A protein interaction network for pluripotency of embryonic stem cells. Nature 444:364-8.

4. Khalfallah O, M Rouleau, P Barbry, B Bardoni and E Lalli. (2009). Dax-1 knockdown in mouse embryonic stem cells induces loss of pluripotency and multilineage differentiation. Stem Cells 27:1529-37.

5. Zhang J, G Liu, Y Ruan, J Wang, K Zhao, Y Wan, B Liu, H Zheng, T Peng, W Wu, P He, FQ Hu and R Jian. (2014). Dax1 and Nanog act in parallel to stabilize mouse embryonic stem cells and induced pluripotency. Nat Commun 5:5042.

6. Fujii S, S Nishikawa-Torikai, Y Futatsugi, Y Toyooka, M Yamane, S Ohtsuka and H Niwa. (2015). Nr0b1 is a negative regulator of Zscan4c in mouse embryonic stem cells. Sci Rep 5:9146.

**Supplemental Table2. Primers for qRT-PCR**

| Gene | Primer Sequence(5’-3’) | |
| --- | --- | --- |
|  | Forward | Reverse |
| GAPDH | AGGTCGGTGTGAACGGATTTG | TGTAGACCATGTAGTTGAGGTCA |
| c-Myc | TCACCAGCACAACTACGCCG | CAGGATGTAGGCGGTGGCTT |
| n-Myc | CTGAGCTGGTGAAGAACGAG | TCGATCTTCTTTAGCAACTGC |
| Ntn1 | CGGGAGAAGAAGGGCAAGTG | CCCTGACGGCCAAGTCCAAG |
| Bmf | GAACCCCAGAGACTCTTTTAC | TGCTGGTGTTGTTGCGTATG |
| Bbc3 | CTGGAGGGTCATGTACAATC | CTACATGGTGCAGAAAAAGTC |
| Bcl2l13 | GCAGTGGCTGTTGGAGTTGC | GCTGCTGGCAGTCTAAGTTC |
| Dax1 | TCCTGTACCGCAGCTATGTG | ATCTGGAAGCAGGGCAAGTA |
| Nanog | TCTTCCTGGTCCCCACAGTTT | GCAAGAATAGTTCTCGGGATGAA |
| Klf2 | AAGGATGCGGCTGGAAGTTC | CTGTGACCTGTGTGCTTTCG |
| Nr5A2 | GAGCTCTTGATTCTCGATCACA | AACTCCCGCTGATCGAACTGAA |
| Id1 | GATCTCTGGGAAAGACACTAC | GGGTGAGGCTCTGTTGATCAA |
| Gbx2 | GCTACAGCCACACCAGAAGATA | CTGAGATCCAGTCTAGATAGAG |
| Sox1 | CCAAGATGCACAACTCGGAGATCA | TAATCCGGGTGTTCCTTCATGTGC |
| Brachyury | CTGCGCTTCAAGGAGCTAAC | CCAGGCCTGACACATTTACC |
| Flk1 | TTTGGCAAATACAACCCTTCAGA | GCAGAAGATACTGTCACCACC |
| Gata6 | AAAGCTTGCTCCGGTAACAG | TTCTCCCACTGCAGACATCA |
| Sox17 | GTGGACCGCACGGAATTCGAA | GCAATAGTAGACCGCTGAGCTA |
| Hand1 | TGAACTCAAAAAGACGGATGG | CTTTAATCCTCTTCTCGCCG |

How the deposited data were processed for this re-analysis (not part of the article)

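Messenger RNA of control ESCs and Dax1KO ESCs, each in 2i/LIF and in LIF/serum, was sequenced with 2 libraries in each of the 4 groups. The authors deposited counts, whole numbers per gene and library, without normalization. The paper's text and the sample descriptions name no aligner, counting method, genome build or annotation for these counts, and no pooling of replicates is described. The gene identifiers are versioned Ensembl identifiers. Of the 52550 genes listed, 52403 were found in release M21 of the GENCODE annotation of GRCm38, 49035 with the same version, and this annotation gave the symbols, coordinates and overlaps; 147 genes had no symbol. The paper's methods name DESeq2 for differential expression and a P value threshold, and the legend of Figure 4 gives an adjusted P threshold, which was used here.

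Each library was assigned to its cell line, medium and replicate from its sample description, and all columns were assigned. Total counts lay between 35911384 and 37286251 per library, and the 10 highest genes took 4.27% to 5.18% of them, so the groups had similar depth. TMM factors lay between 0.960 and 1.04. A gene with counts of at most 3 in both libraries of a group was taken as at the floor of detection. Intervals and floors of this kind cover counting error only, and since low values piled up at 3 and 6, a low count need not be a number of independent fragments.

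Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes with low counts were removed with filterByExpr, which left 20749 genes, libraries were scaled by TMM, and a quasi-likelihood model with a mean for each of the 4 groups was fitted. The contrasts were Dax1KO against control in each medium, the difference of these contrasts between media, and control cells in 2i/LIF against LIF/serum. P values were adjusted by the Benjamini-Hochberg method, and DEGs had an adjusted P of at most 0.05 and a fold change of at least 1.2 or 2. Differences between media were called by the adjusted P alone. The prior degrees of freedom were 4.04 and the biological coefficient of variation was 20.9%. Normalized counts are counts divided by the scaled library size and multiplied by the mean scaled library size. The spread of log2 fold changes was taken from log2 counts scaled by library size with a prior count of 2. Sets of genes (chromosomes, Hox genes, ribosomal protein genes, Zscan4 genes) were tested with camera in limma 3.58.1 with an inter-gene correlation of 0.01, adjusted over the sets of a contrast. This correlation was preset, and sets whose genes vary together more than it allows get p-values that are too small. Overlaps were described with Fisher's exact test in scipy 1.17.1.

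The genes named in the text were those printed in Figure 6(a) and 6(b), the factors of Figure 5(b), Dax1 and its regulators named in the discussion, Zscan4c, and in each medium the 5 largest increases and the 5 largest decreases. The latter were taken among genes past the threshold with a fold change of at least 2, with both Dax1KO libraries on the same side of both control libraries and at least 10 counts in both libraries of the higher group. The endoderm and ectoderm lists were set by hand, since Figure 6(a) does not print the germ layer of each gene. A gene of these lists is not reported here and was left out of all counts over them. The longest transcript of each named gene was aligned to all annotated transcripts with blastn 2.17.0 at a minimum identity of 95%, and a gene that matched another over most of its length is reported as uncertain. The counting is not stated to use strand, so genes that overlap another gene on either strand are named as such.

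The edgeR steps were tested on simulated data with the real genes' means, spreads and library sizes. Of 200 genes changed by known amounts among 20070, 64% were recovered in 2i/LIF and 66% in LIF/serum, with 10 false calls among 138 and 8 among 140. The changed genes were drawn from those with higher mean counts, with planted log2 fold changes of at least 1 in size. Recovery of genes with low counts and of smaller changes was not tested. A planted log2 fold change of 1 had a median estimate of 1.01 in 2i/LIF and 1.02 in LIF/serum. In a second simulation with 20117 genes, the 1054 genes of chromosome 6 were raised by 0.585, their median was recovered at 0.566, and 1 chromosome was called.

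The alternatives were DESeq2 1.42.0 without and with a normal prior on fold changes, RLE factors in edgeR, no filter on low counts, at least 10 counts in every library, a separate fit for each medium, the replicate number as a block, an unadjusted P under 0.05, a test of the fold change against 1.2 or 2, counts thinned to the smallest library, and each library left out in turn. A prior count of 0.5 was tried for the spread of log2 fold changes. Values divided by 3, DESeq2 with separate fits, DESeq2 with a normal prior, separate fits and no filter, and all genes but those of chromosome 6 were added after the values were seen. For single genes, no filter on low counts, the normal prior and all alternatives for the difference between media were added then as well. The pairing of libraries comes from the replicate numbers in the sample titles. The paper's lists of Dax1 targets and of pluripotency modules, the GO enrichment and the qRT-PCR values were not analysed here. With 2 libraries per group, no split of the libraries can test a group difference by permutation.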

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

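For chromosome 6, the tests of GC content, gene length and expression level, of 20-Mb windows and of chromosome copies were chosen only after the result was seen, as were the tests of split reads and of the detection floor for the Zscan4 genes and those of library size and replicate noise for the larger response in LIF/serum.

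Genes of chromosome 6 were higher in Dax1KO cells than in control cells in both media, which the paper does not discuss. The median log2 fold change of its 1054 tested genes was 0.44 in 2i/LIF (adjusted p = 1.44e-18 from limma's camera test over 20 chromosomes) and 0.52 in LIF/serum (adjusted p = 9.49e-13 from the same test), and 79.0% and 76.8% of its genes lay above 0. With a block for the replicate number the medians were 0.45 and 0.51 (adjusted p = 7.05e-19 and 2.65e-12 from the same test; over the alternatives, from 6.73e-25 to 1.80e-18 and from 2.44e-17 to 2.65e-12). The medians of the other 19 chromosomes lay between -0.06 and 0 in 2i/LIF, with 0 past the threshold and 0 at an unadjusted P under 0.05, and between -0.15 and 0.09 in LIF/serum, where chromosome X passed. Chromosome 6 held 33.1% of the upregulated DEGs in 2i/LIF and 16.2% of those in LIF/serum at a fold change of at least 1.2, although it held 5.08% of the genes tested. It also holds Cdkn1b, Gadd45a, Bid, Bcl2l13 and Bcl2l14, which are 5 of the 9 proapoptotic genes of Figure 6(a).

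Several technical explanations were tested for chromosome 6. Relative to the other chromosomes, its median differed between replicates of a group by at most 0.0094, while all 8 pairings of a Dax1KO and a control library in the same medium lay between 0.43 and 0.51. A regression on GC content, exon length and mean expression hardly moved the medians, from 0.44 to 0.46 in 2i/LIF and from 0.52 to 0.51 in LIF/serum. The lowest median of a 20-Mb window was 0.33, so no stretch of that length was without the shift. With RLE factors in place of TMM, the smaller shift against all genes was 0.46 (0.4557), but a scaling factor moves all genes of a library alike, so this value was fixed in advance and does not test scaling. With each library left out in turn, the lowest median was 0.42. The values for replicates, windows and libraries left out go against noise, a local cluster or a single library as the sole origin of the shift. A candidate explanation is an additional copy of chromosome 6 in the Dax1KO line. The median difference of the effect between media was 0.05 (0.0540, adjusted p = 0.990 from limma's camera test), and most genes of the chromosome rose, which is in line with it. The shifts correspond to 1.36-fold and 1.43-fold, against 1.5 for 3 copies in place of 2 and 2 for 2 copies in place of 1. A copy missing from the control line is further from 1.43 but cannot be excluded, because expression need not follow copy number. A copy number hypothesis would need DNA from both lines, and none was analysed here. If the hypothesis holds, changes of chromosome 6 genes in these libraries need not be caused by the loss of Dax1. Changes of genes on other chromosomes could then not be assigned to that loss by these tests alone either. The paper carried a single Dax1KO colony into its functional experiments, and no second colony is described for the sequencing. The p-values thus measure the spread between libraries, not between clones.

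The effect of Dax1KO differed between media for 596 genes at an adjusted P of at most 0.05, and for 3970 at an unadjusted P under 0.05. The response was larger in LIF/serum by the number of DEGs and by the spread of log2 fold changes. With counts thinned to the smallest library, LIF/serum had 4.74 times as many DEGs as 2i/LIF at a fold change of at least 1.2, although the libraries differed so little in total that thinning could move this ratio only slightly. The replicate noise in LIF/serum was 1.07 times that in 2i/LIF, so lower noise does not account for the larger number. Without chromosome 6 the ratio was 6.05. The ratio depended on the setting. DESeq2 gave 4006 DEGs in LIF/serum and 1455 in 2i/LIF, and DESeq2 with separate fits gave 3125 and 1816. An unadjusted P under 0.05 gave 6335 and 3682, and no filter on low counts gave 1842 and 121. LIF/serum had more DEGs in each of these settings. After subtraction of the replicate noise, the spread of log2 fold changes was 0.62 in LIF/serum and 0.52 in 2i/LIF. A larger response in LIF/serum may therefore be biological, as a hypothesis found and tested on the same libraries.

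Among the named genes, the difference between media (LIF/serum minus 2i/LIF) in the effect of Dax1KO passed the threshold for 17. Of the genes of apoptosis and pluripotency, it was -1.30 for Mycn (adjusted p = 0.00876, all p-values here from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -2.25 for Id1 (-2.245, adjusted p = 0.00942) and 2.24 for Bmp7 (adjusted p = 0.0353). Of the developmental genes, it was 2.51 for Gata6 (adjusted p = 0.0286), 1.60 for Gata4 (adjusted p = 0.0161), -2.68 for Pax6 (adjusted p = 0.0300) and 2.77 for Hand1 (adjusted p = 0.0258). For Zscan4c it was 3.15 (3.145, adjusted p = 0.0229). With the replicate number as a block, the adjusted p of these 8 genes was between 0.0141 for Id1 and 0.0449 for Pax6, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over the alternatives, the lowest adjusted p of a gene lay between 2.79e-12 for Id1 and 0.000189 for Pax6 and the highest between 0.0262 for Mycn and 0.0954 for Bmp7, from the same test or from DESeq2. Without a filter on low counts, an alternative added for single genes after the values were seen, Mycn, Id1 and Gata4 passed and the other 5 did not. Id1, Bmp7, Gata6, Gata4, Pax6 and Hand1 had estimates of opposite sign in the media, and Mycn and Zscan4c of the same sign. All 17 kept the sign of the difference with each of the 8 libraries left out, but these genes were chosen for having such a difference, so this shows no stability and a single library cannot be excluded. No biological explanation was tested.

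Genes at 0 in both libraries of 1 group gave large differences between media, among them -10.93 for Gm3055 (adjusted p = 0.00364), 8.83 for Unc93a2 (8.825, adjusted p = 0.0210) and -8.36 for Gm41031 (adjusted p = 0.0229, all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Their size depends on the value given to a count of 0. Without a filter on low counts, Unc93a2 (adjusted p = 0.0644) and Gm41031 (adjusted p = 0.0627) did not pass by that test (over the alternatives, from 0.000132 to 0.0644 and from 0.000409 to 0.0627). Gm3055 was at 0 only in control cells in 2i/LIF, and counted at 227 and 167 in control cells in LIF/serum. Unc93a2 was at 0 only in control cells in LIF/serum, and Gm41031 only in Dax1KO cells in LIF/serum. Reads could have moved to a near-identical gene between libraries. The best match of Gm3055, Zfp781, was at 208 ± 106 normalized counts in control cells and 205 ± 51.1 in Dax1KO cells in 2i/LIF (SD, n = 2), against a gain of 159 for Gm3055, and the summed count of both genes rose by 0.81 on the log2 scale. No decrease of Zfp781 that matches this gain was seen, although its control libraries differed widely. The summed count of Unc93a2 and its best match Unc93a rose by 4.77 in LIF/serum, where Unc93a itself was at 0 and 4 in control cells. Gm41031 matched no other gene at the identity used. These 3 genes were singled out after their values were seen, from the largest changes in each medium, and no biological explanation was tested.

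The Zscan4 genes were lower in Dax1KO cells in 2i/LIF and changed less in LIF/serum. Their median log2 fold change was -7.18 in 2i/LIF over 9 genes, all of them below 0 (adjusted p = 6.45e-58 from limma's camera test over the 3 families), and -0.32 in LIF/serum (adjusted p = 0.0539 from the same test), where the decrease passed the threshold with the replicate number as a block (adjusted p = 0.0360; over the alternatives, from 0.0360 to 0.638). The difference between media was 6.79 (adjusted p = 1.56e-34 from the same test, and 6.79 with adjusted p = 1.86e-20 with the replicate number as a block). RLE factors gave -7.17 and -0.32. With each library left out in turn, the LIF/serum median of the Zscan4 genes ranged from -0.54 to -0.09. Of these genes, 5 were at 0 in both Dax1KO libraries in 2i/LIF, so the size of the medians depends on the value given to a count of 0. The 1 gene with at least 10 counts in every library had a log2 fold change of -3.25 (-3.248) in 2i/LIF and a difference between media of 2.97. The camera test treats genes as nearly independent, with a preset correlation of 0.01, which near-identical genes are not. Its p-values for this family are therefore too small to be taken at face value. With the replicate number as a block, Zscan4c alone had an adjusted p of 0.01485 in 2i/LIF, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 9 genes are near-identical to each other and reads may have been split among them, so their counts were summed. The summed count in 2i/LIF was 631 and 977 in control cells and 41 and 34 in Dax1KO cells, and the summed level in Dax1KO cells was 4.54% of control, so a split of reads among copies does not produce the decrease and the control is well above the floor. In LIF/serum the sums were 22488 and 29140 in control cells and 23420 and 22208 in Dax1KO cells, 80.2% of control. The paper's supplement lists a study whose title names Dax1 (Nr0b1) as a negative regulator of Zscan4c. The decrease in 2i/LIF runs the other way, and no rise was seen in LIF/serum. That study used an inducible knockout in serum medium on feeder cells, so the designs differ.

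The Hox genes had a difference of 1.80 between media (adjusted p = 1.21e-13 from limma's camera test). Their median was -0.24 in 2i/LIF (adjusted p = 0.124) and 1.74 in LIF/serum (adjusted p = 4.81e-10, both from the same test), with 93.75% of 32 genes above 0 in LIF/serum. A block for the replicate number gave a difference of 1.79 (adjusted p = 1.70e-12 from limma's camera test). RLE factors left the directions as they were. After the regression on GC content, exon length and mean expression, the residual median in LIF/serum was 1.43 (1.432). Of these genes, 11 had at least 10 counts in every library, and their median was 1.09 (1.095). These values go against both technical explanations, and an increase of Hox genes in Dax1KO cells in LIF/serum may be biological, as a hypothesis from the same data. How far Hox genes on chromosome 6, whose genes were raised in both media, add to the median was not tested.

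The ribosomal protein genes had a difference of -0.18 between media (adjusted p = 0.000674 from limma's camera test, and -0.18 with adjusted p = 0.000200 with the replicate number as a block). Their median was -0.08 in 2i/LIF and -0.27 in LIF/serum (adjusted p = 1.42e-06 from the same test), with 4.65% of 86 genes above 0 in LIF/serum. With RLE factors the shift in LIF/serum against all genes was -0.28 (-0.2766), but a shift against all genes moves with the scaling, so this value was fixed in advance and does not test scaling. After the regression on GC content, exon length and mean expression, the residual median was -0.05 (-0.0451), which is consistent with a bias tied to these properties as its origin. With each library left out in turn, the LIF/serum median ranged from -0.53 to -0.02.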

How the results depend on the processing

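All alternatives except those named below as added were chosen before the data were examined, and no test in this part was chosen after its result was seen except for those added alternatives. No result past the threshold changed its direction under an alternative. With 1 library left out, the sign changed for 15 of the 79 named genes in 2i/LIF (Bcl11a, Myc, Birc3, Bik, Pmaip1, Id2, Lin28b, Sox7, Pdgfra, T (Brachyury), Nacc1, Suz12, Unc93a2, Cd55b and Gm41031) and for 13 in LIF/serum (Xiap, Birc3, Bik, Gadd45a, Prdm14, Gata3, Cdx4, Kdr, T, E2f4, Usf2-ps1, Gm3629 and Gm16478), and for the chromosome X median in 2i/LIF, none of them past the threshold. The alternatives meant for normalized values were not run, since the values are counts. The cause of the changes below was not tested, except where stated.

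The number of DEGs depended on the tool, the filter, the fit and the threshold more than on the scaling. With DESeq2 there were 1455 DEGs in 2i/LIF at a fold change of at least 1.2 and 649 at 2, the overlap was 674 and 186, and 1510 genes differed between media. Of the genes of Figure 6(a), DESeq2 called 4 proapoptotic genes up in 2i/LIF and 5 in LIF/serum, 2 endoderm genes down in 2i/LIF, and 1 other developmental gene down in 2i/LIF. With a normal prior, DESeq2 gave 1425 DEGs in 2i/LIF and an overlap of 670 at a fold change of at least 1.2. Without a filter on low counts there were 121 and 105 DEGs in 2i/LIF at the lower and higher fold change and 1842 in LIF/serum at the lower, the overlap was 61 and 41, and 119 genes differed between media against 596.

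A separate fit for each medium gave 325 and 225 DEGs in 2i/LIF and 1442 in LIF/serum at the lower fold change, with an overlap of 105 and 63. The share of upregulated DEGs in 2i/LIF moved with it from 47.9% to 58.2% at the lower and from 42.2% to 56.4% at the higher fold change. In this fit 0 pluripotency-related genes were up (1 at an unadjusted P under 0.05) and 2 down in 2i/LIF, 0 endoderm genes were up in 2i/LIF (1 at an unadjusted P under 0.05), and 4 other developmental genes were up in LIF/serum. An unadjusted P under 0.05 gave 3682 and 1342 DEGs in 2i/LIF, 6335 and 2279 in LIF/serum, and an overlap of 1830 and 389. When the fold change was tested against 1.2 or 2, there were 312 and 38 DEGs in 2i/LIF, 1693 and 117 in LIF/serum, and an overlap of 117 and 3.

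When the replicate number was a block, the DEG counts stayed within 1.5 times. The block called 5 proapoptotic genes up in LIF/serum and 0 endoderm genes up in 2i/LIF (2 at an unadjusted P under 0.05), where Dab2 had an adjusted p of 0.0649 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (over the alternatives, from 4.65e-05 to 0.116). The correlation of same-numbered libraries was 0.080 in 2i/LIF and 0.108 in LIF/serum, and between -0.015 and 0.062 for the other pairs of groups, so the numbers pair the libraries weakly.

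The alternatives added after the values were seen gave the following. DESeq2 with separate fits gave 1816 DEGs in 2i/LIF and an overlap of 669, and DESeq2 with a normal prior, separate fits and no filter gave 1696 and 616, all at a fold change of at least 1.2. Without chromosome 6 there were 437 DEGs in 2i/LIF (163 up, 274 down), and the overlap was 173. Without it, 0 proapoptotic genes were up in either medium (1 in 2i/LIF and 2 in LIF/serum at an unadjusted P under 0.05) and 1 other developmental gene was up in 2i/LIF. The proapoptotic genes called with it all lie on chromosome 6, so their calls were bound to be lost. This does not test whether they rose beyond the shift of the chromosome. Of the 656 DEGs in 2i/LIF, 111 lie on chromosome 6, so DEGs of other chromosomes were lost as well. With values divided by 3, the DEG counts and overlaps stayed within 1.5 times.

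With at least 10 counts in every library, 1 other developmental gene was down in 2i/LIF, the spread of log2 fold changes was 0.47 in 2i/LIF and 0.62 in LIF/serum, and the correlation across genes between media was 0.266. With a prior count of 0.5 they were 0.90, 0.98 and 0.159, so genes with low counts carry part of the spread. With thinned counts the spread in 2i/LIF was 0.705. The spread stayed larger in LIF/serum than in 2i/LIF under each of these 3 alternatives.

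Across the fits that each left out 1 library of the same medium, the spread ranged from 0.777 to 0.790 in 2i/LIF and from 0.849 to 0.903 in LIF/serum. Leaving out a library widens the spread of its own medium, and in a single fit the spreads came as close as 0.790 in 2i/LIF and 0.804 in LIF/serum (without the second control library in 2i/LIF). The correlation between media ranged from 0.149 to 0.195 over all 8 such fits. The median of chromosome 6 ranged from 0.42 to 0.45 in 2i/LIF and from 0.48 to 0.51 in LIF/serum, and that of chromosome X from -0.17 to -0.11 in LIF/serum. The Zscan4 genes ranged from -7.71 (-7.705) to -6.58 in 2i/LIF and from -0.54 to -0.09 in LIF/serum. In LIF/serum, the Hox genes ranged from 1.39 to 1.78 and the ribosomal protein genes from -0.53 to -0.02 (-0.01625).

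For single genes, no filter on low counts and DESeq2 with a normal prior were added after the values were seen, as were all alternatives for their differences between media. Among all comparisons of the remaining results with an alternative, 259 moved by more than the replicate spread or by more than 1.5 times, 58 passed the threshold only under the alternative, 63 no longer passed, 3 changed sign and 2331 were the same. The 3 were not past the threshold, namely Gata3 in LIF/serum (0.00228) and the difference between media of T (-0.30) with the block, and that of Bid (0.00616) without a filter. Of the 63, 36 arose without a filter on low counts, 15 with the separate fits, 6 with the block, 2 with DESeq2, 2 with values divided by 3, 1 with a normal prior and 1 with RLE factors. Without a filter, 13 were in 2i/LIF, where Ntn1, Bcl2l13, Bcl2l14, Id1, Foxd3, Prdm14, Klf2, Nr5a2 and Dab2 were among them, 14 in LIF/serum, where Id1, Id2, Gbx2, Lin28b, Gata6, Pdgfra, Bmp6 and Runx1 were among them, and 9 were differences between media. Klf2 in 2i/LIF also no longer passed with the block, the separate fits and RLE factors. Of the 58, 26 arose with DESeq2, 17 with a normal prior, 5 with at least 10 counts in every library, 5 with the block, 4 with values divided by 3 and 1 with the separate fits. DESeq2 called Bid, Gata6, Gadd45a, Sox2, Zfp42, Lamb1 and Sox18 in 2i/LIF, Bmf, Cdkn1b, Eras, Sox2 and Sox7 in LIF/serum, and the difference between media of Gbx2, among others. The normalized counts of T (Brachyury) in LIF/serum were 18.6 ± 8.35 in control and 13.4 ± 14.8 in Dax1KO cells (SD, n = 2), and whether depth or differences between replicates limit its test was not tested.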

Differences from the paper's values

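No test in this part was chosen after a result was seen, except for the alternatives marked as such.

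In 2i/LIF, 656 DEGs were called at a fold change of at least 1.2 (314 up, 342 down) against the paper's 3638 (1981 up, 1657 down), and 408 at a fold change of at least 2 (172 up, 236 down) against the paper's 1131 (535 up, 596 down). Of the 10 alternatives set before the data were examined, only an unadjusted P under 0.05 came within 1.5 times of the paper's values, with 3682 DEGs (1806 up, 1876 down) and 1342 (557 up, 785 down). DESeq2, which the paper's methods name, gave 1455 and 649 at the adjusted P. The paper's methods give a plain P value as threshold, a figure legend an adjusted P, and its results an FDR at the higher fold change. The thresholds compared here and in the next 2 paragraphs may therefore differ. DEGs at an unadjusted P were counted only in the edgeR fit, so DESeq2 at an unadjusted P was not compared.

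In LIF/serum, 3041 DEGs were called at a fold change of at least 1.2 (1841 up, 1200 down) against the paper's 5124 (2818 up, 2306 down). The total and the downregulated genes came within 1.5 times with DESeq2, with DESeq2 and a normal prior, and with an unadjusted P under 0.05, which gave totals of 4006, 3965 and 6335. The upregulated genes did so also with at least 10 counts in every library, with the replicate number as a block, and with values divided by 3, the last of which was chosen after seeing the values. The other alternatives did not. At a fold change of at least 2, 479 genes were down against the paper's 765. DESeq2 (570) and an unadjusted P under 0.05 (851) came within 1.5 times, as did values divided by 3 (521) and DESeq2 with separate fits (524), which were chosen after seeing the values, and the other alternatives did not.

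The overlap between media at a fold change of at least 2 was 120 genes (71 up, 38 down) against the paper's 267 (136 up, 78 down). DESeq2 gave 186 (103 up, 56 down), within 1.5 times for all 3 values. An unadjusted P under 0.05 did so for the total (389) and the upregulated genes (183) but not for the downregulated genes (124), and DESeq2 with a normal prior for the upregulated genes (94) alone. At a fold change of at least 1.2 the overlap was 287 genes (169 up, 84 down) against the paper's about 1500 (about 780 up, about 460 down) in Figure 4(b), read by eye. Of the alternatives set before the data were examined, only an unadjusted P under 0.05 came within 1.5 times, with 1830 genes (897 up, 568 down).

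Dax1 in control cells was 13.7-fold lower in 2i/LIF than in LIF/serum by RNA-seq, against the paper's 6.4-fold by qRT-PCR. The ratios of same-numbered libraries were 11.81 and 16.67 (SD 3.43, n = 2), although the numbers pair the libraries weakly. None of the 4 alternatives set before the data were examined closed the gap (13.7 to 14.1). They change the tool, the scaling, the block or the depth, and could move this fold only slightly.

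Several statements of the paper differ from the values here. In 2i/LIF, the paper reports that antiapoptotic genes and endoderm markers did not change significantly, while Ntn1 fell and Dab2 rose past the threshold. Without a filter on low counts neither passed, and Dab2 did not pass with separate fits or with the replicate number as a block. In LIF/serum, the paper describes most proapoptotic genes as strongly increased, and 3 of 9 passed here. DESeq2 without or with a normal prior and the replicate number as a block called 5, and an unadjusted P under 0.05 called 6. At least 10 counts in every library called 4, RLE factors, no filter on low counts and thinned counts called 3, and separate fits called 2. Values divided by 3 and DESeq2 with separate fits called 4 and DESeq2 with a normal prior, separate fits and no filter called 6, all chosen after seeing the values. The paper's discussion states that the positive regulators of Dax1 were not significantly reduced in 2i/LIF, while the log2 fold change of Pou5f1 between media in control cells was -0.68 (adjusted p = 0.00469 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

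In Figure 6(b), read by eye, Brachyury and Flk1 rose with Dax1KO in both media. The log2 fold change of T (Brachyury) was -0.73 in 2i/LIF and -0.47 in LIF/serum, and that of Kdr (Flk1) was -0.74 and 0.30, none of them past the threshold. Nanog is lower in Dax1KO cells in LIF/serum in that figure, and its log2 fold change was 0.28. Bbc3 is higher in both media in that figure, and its log2 fold changes of 0.25 (0.246) and 0.18 did not pass under the alternatives run for it. Bmf is higher in LIF/serum in that figure, and its log2 fold change of 0.63 did not pass, while it did with DESeq2 without or with a normal prior, with at least 10 counts in every library and with an unadjusted P under 0.05, and with the added alternatives of values divided by 3 and DESeq2 with separate fits (without or with a normal prior and no filter), chosen after seeing the values. Myc (cMyc) is lower in LIF/serum in that figure, and its log2 fold change of -0.68 did not pass, while it did with an unadjusted P under 0.05 and with DESeq2 with separate fits (without or with a normal prior and no filter), chosen after seeing the values. Ntn1, Klf2 and Nr5a2 are not lower in 2i/LIF in that figure, and they fell past the threshold here. Id1 and Gbx2 change little in LIF/serum in that figure, and they fell by 0.83 and 1.06 on the log2 scale.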

Other observations

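In this part, the test of the counting unit was chosen only after the result was seen, and the test of other markers of 2-cell-like cells was written after the decrease of the Zscan4 genes and of the related gene Tdpoz4 had been seen.

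Zscan4 genes mark a rare state of ESCs that resembles the 2-cell embryo. A candidate explanation for their decrease in 2i/LIF is that the Dax1KO culture held fewer 2-cell-like cells. A list of other marker genes of this state was written before their values were looked at, and 19 of them were tested. Their median log2 fold change in 2i/LIF was -2.20, with 0% of the genes above 0 (adjusted p = 6.71e-26 from limma's camera test, adjusted over these markers and the genes of chromosome Y), while it was -0.23 in LIF/serum (adjusted p = 0.303 from the same test). The difference between media was 1.96 (adjusted p = 1.47e-12 from limma's camera test). A block for the replicate number gave -2.20 (-2.195), -0.25 and 1.98, and RLE factors gave -2.20 (-2.196), -0.24 and 1.95. These values are in line with the hypothesis. Many of the markers are members of multi-copy families whose reads the counting could have split, and the 11 with at least 10 counts in every library, a filter that removes genes that fell to low counts, had a median of -1.51. A lower level per cell in the same number of cells cannot be told apart from fewer cells in bulk RNA, so the hypothesis was tested only in part.

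Low values piled up at 3 and 6. In the first control library in 2i/LIF, 1123 genes had a value of 1, 929 a value of 2, 1509 a value of 3 and 515 a value of 4. A value of 5 was held by 333 genes, a value of 6 by 695 and a value of 7 by 327. The many genes at 1 and 2 argue against a unit of exactly 3 for every fragment. There was no such peak at 9, with 387 genes at 8 and 257 at 9, where a unit of exactly 3 would give a further peak. If 1 sequenced fragment added about 3 to a value, the variance between replicates at low values would be about 3 times the mean. At means of 6 to 15 it was 2.99, 3.24, 3.36 and 3.40 times the mean in the 4 groups, which is consistent with such a unit. At means of 16 to 60 it was 4.37 to 5.21 times the mean. How the values were made is not known, and a count of 3 may then stand for a single fragment. Division of all values by 3 gave 733 DEGs in 2i/LIF and 3177 in LIF/serum at a fold change of at least 1.2.

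All 37 mitochondrial genes listed were at 0 in every library. No explanation was tested.

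The genes of chromosome X had a median log2 fold change of -0.15 in LIF/serum, where 34.6% of 865 genes lay above 0 (adjusted p = 0.0150 from limma's camera test over 20 chromosomes, and 0.0221 with the replicate number as a block; over the alternatives, from 0.00987 to 0.0221). In 2i/LIF the median was -0.02 (adjusted p = 0.952). The difference between media was not called (adjusted p = 0.133 from the same test). Among the 31 tested genes of chromosome Y, which were added after the values were seen, the median was 0.71 in 2i/LIF (adjusted p = 6.32e-07 from limma's camera test, 90.3% of the genes above 0) and 0 in LIF/serum (adjusted p = 0.443), and the difference between media was -0.74 (adjusted p = 0.00179 from the same test). A block for the replicate number gave 0.68 in 2i/LIF and a difference of -0.73. No explanation was tested for either chromosome.

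Genes that were at 0 in both libraries of 1 group and had at least 10 counts in every library of the other groups were listed. There were 3 in control cells in 2i/LIF, 19 in Dax1KO cells in 2i/LIF, 12 in control cells in LIF/serum and 4 in Dax1KO cells in LIF/serum. The 19 included 5 Zscan4 genes. The 3 were Gm3629, Gm3055 and Usf2-ps1, and the 4 were Slfn3, Ube2dnl1, D430001F17Rik and Gm41031, named after their values were seen.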
